# The circadian transcriptome of marine fish (*Sparus aurata*) larvae reveals highly synchronized biological processes at the whole organism level

**DOI:** 10.1038/s41598-017-13514-w

**Published:** 2017-10-11

**Authors:** M. Yúfera, E. Perera, J. A. Mata-Sotres, J. Calduch-Giner, G. Martínez-Rodríguez, J. Pérez-Sánchez

## Abstract

The regulation of circadian gene expression remains largely unknown in farmed fish larvae. In this study, a high-density oligonucleotide microarray was used to examine the daily expression of 13,939 unique genes in whole gilthead sea bream (*Sparus aurata*) larvae with fast growth potentiality. Up to 2,229 genes were differentially expressed, and the first two components of Principal Component Analysis explained more than 81% of the total variance. Clustering analysis of differentially expressed genes identified 4 major clusters that were triggered sequentially, with a maximum expression at 0 h, 3 h, 9–15 h and 18-21 h zeitgeber time. Various core clock genes (*per1, per2*, *per*3*, bmal1, cry1, cry*2*, clock*) were identified in clusters 1–3, and their expression was significantly correlated with several genes in each cluster. Functional analysis revealed a daily consecutive activation of canonical pathways related to phototransduction, intermediary metabolism, development, chromatin remodeling, and cell cycle regulation. This daily transcriptome of whole larvae resembles a cell cycle (G1/S, G2/M, and M/G1 transitions) in synchronization with multicellular processes, such as neuromuscular development. This study supports that the actively feeding fish larval transcriptome is temporally organized in a 24-h cycle, likely for maximizing growth and development.

## Introduction

The evolution of many organisms has been driven by circadian rhythms to adapt to periodic events in their external environments. These self-sustained and entrainable 24-h rhythms begin in the early stages of development and rely on tight regulation of gene expression. Fish are the most diverse vertebrate group and have evolved in quite different habitats (e.g., freshwater *vs*. sea water, tropical *vs*. temperate, diurnal *vs*. nocturnal), coordinating metabolic processes in a timely fashion^1^. This metabolic coordination is particularly relevant for farmed fish species, whose growth, health, and well-being may rely on synchronization between endogenous rhythms and external clues imposed by production practices. Therefore, information on daily transcriptome organization for a given species would enable further comparison of farming conditions, evaluate the adaptation capacity to changing environments, identify reliable markers of health and performance, and refine feeding practices by matching diet composition or the time of diet delivery to the temporal requirements of the organism. Thus far, massive gene expression analyses addressing clock-driven transcription in fish larvae have mostly been conducted in zebrafish^2,3^. Both microarray and RNA-Seq gene expression profiling of whole-body larvae of other teleostean fishes have been used to unravel key issues of development^4,5^, domestication^6^, and the effects of different environmental factors such as pollutants, diet, stress, and infection^7–12^ but not to elucidate overall daily transcriptomic organization.

Daily gene expression is driven, although not exclusively, by circadian clocks. The current vertebrate circadian model involves a positive core loop with heterodimer BMAL1/CLOCK that transactivates promoters with circadian clock-responsive elements such as E-box (e.g., in period genes, *per*) and triggers different transcriptional cascades^13^. The negative core loop of the model includes PER and cryptochromes (CRY), which after gradual accumulation can suppress BMAL1/CLOCK transcriptional activity^14^. PER and CRY are progressively phosphorylated and targeted for degradation, allowing reactivation of *clock*/*bmal1* ^15^. Additional ancillary loops drive the alternate activation and repression of *bmal1* ^16^, *per* and *nr1d1* (*rev-erbα*) genes^17^. Significant advancements have been made in understanding the functioning of these clock components in commercially important fish species. The available studies have focused mostly on juvenile or adult stages and on specific tissues such as the pineal^18^ and liver^19^ in salmon, the pineal in the European sea bass^18^, and the brain and liver in the gilthead sea bream (*Sparus aurata)* ^20^. However, a study in *S. aurata* demonstrated that, as in other vertebrates, there are differences in the entrainment of central and peripheral clocks, being the liver clock regulated by feed rather than by light cycles^20^. Different to juveniles, larvae from farmed fish are cultured under constant feed availability and, in theory, with both central and peripheral clocks in phase as reported in higher vertebrates^21^. Actually, under these conditions, whole *S. aurata* larvae exhibit clear circadian rhythms in clock genes expression, being the expression of *bmal1*/*clock* and voluntary ingestion closely correlated^22^. In addition, most circadian clock studies on early stages of development of cultured fish have focused on the expression of a discrete number of clock genes^22–24^, and there is still little information on the overall metabolic output of the molecular clock. Thus, by analyzing clock components and transcriptomic variations in entire fish larvae, a better representation of the temporal organization of metabolism can be achieved. This approach has been used in early (5 days post-fertilization) zebrafish larvae^2^, but transcriptomic variations in more advanced and actively feeding fish larvae have not yet been examined, even though feeding exerts a prominent effect on fish metabolism (e.g., up to a 136% increase in metabolic rate)^25^.

The present study aims to depict the daily transcriptomic changes of the feeding larval stage of *S. aurata* under culture conditions and their relationship with the circadian clock. This is a perciform fish of high value among temperate farmed species of European aquaculture. Since fish larvae of *S. aurata* exhibit a remarkably high growth rate, which can reach 12–15% day^−1^ ^26^, we hypothesized that the metabolism of actively feeding larvae of this species has a highly synchronized and time-based organization. To test this hypothesis, the *S. aurata* nucleotide database (www.nutrigroup-iats.org/seabreamdb)^27^ was updated with sequences from pyrosequencing of 454 libraries of larval origin^28^, and a specific high-density oligonucleotide microarray was constructed to examine, over a single day, the expression profile of more than 13,900 unique genes in whole larvae kept under a light/dark (LD) cycle with continuous feed availability. This gene expression analysis demonstrated the coordinated daily progression of various cellular and metabolic processes and highlighted the putative role of the circadian clock in the organization of daily metabolism and growth in whole fish larvae.

## Results

### Several genes are sequentially expressed during the daily cycle

To investigate whether the whole fish larvae transcriptome exhibits a daily pattern, 30-day-old *S. aurata* larvae were sampled every 3 h during a 24-h cycle under continuous feed availability and 12 h light: 12 h dark photoperiod. Then, a customized high-density oligo-microarray was used to profile the expression of 13,939 unique genes of *S. aurata*. 

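Each array held 15,744 spots, of which 536 were controls and the others carried 13,940 distinct probes, 1,268 of them printed 2 times. RNA of single whole larvae was labelled with 1 dye and hybridised to 53 arrays, 6 for each of the 9 sampling times except 12 h, which had 5. The arrays lay on 7 slides, at most 1 array of a sampling time per slide, and the slides were scanned in 3 batches. The deposited scanner output gives, for each spot, intensities in fluorescence units after the scanner software's background subtraction. These intensities were analysed here as log2 values minus the 75th percentile of the same array, without control spots and without the 974 spots that the software marked as outliers, and the spots of a probe were averaged. No spot was saturated (a count of 0 over all arrays). Between 74.2% and 94.3% of the probes of an array were well above background by the scanner software's own test. The 75th percentile of intensity lay between 142 and 504 on the single arrays, with a median of 300.5, and its median by sampling time ran from 249.6 at 12 h to 370.2 at 18 h. Its medians by slide ran from 176 to 430, so that slides differed more than sampling times did. Pearson's correlation across probes between pairs of arrays of the same sampling time had a median of 0.970 and a lowest value of 0.919, where probes are not independent replicates. After scaling to the 75th percentile, the median of all probes still moved by 0.15 log2 over the day, from its lowest value at 6 h to its highest at 21 h, and all changes below are relative to the 75th percentile.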

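A moderated F test in limma over the 9 sampling times, with Benjamini-Hochberg adjustment over 13,940 probes, placed 2,194 probes under an adjusted p of 0.05, which is 15.7% of those tested. At an unadjusted p under 0.05 there were 3,703. The methods' own analysis of variance on the same values gave 2,266. Among the 2,194 genes, the highest and lowest mean of a sampling time differed by a median of 0.95 log2 units, and 1,015 genes (46.3%) differed by 1 log2 unit or more. With slide as a block in the fit the count was 4,072, and 2,185 of the 2,194 genes remained past the threshold. The alternative that lowered the count most was a normexp background correction with an offset of 50, chosen after the data had been seen, with which 931 genes passed, 881 of them shared. With this correction the median of all probes moved by 0.49 log2 units over the day, more than in the values as reported. Leaving out the larvae of 1 replicate number lowered the count most for replicate 3, to 1,440.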

One-way ANOVA showed that 2,229 genes were differentially expressed throughout the day (Supplementary Table S1). Principal Component Analysis (PCA) of differentially expressed genes showed a cyclic distribution of the groups along two components that accounted for 81% of the total variance (Fig. 1). 

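Over the 9 means of the 2,194 genes, centred per gene and not scaled, the first 2 principal components held 52.2% and 33.7% of the variance, 85.9% together, and the third held 5.69%. The angle of the sampling times around the origin of this plane increased at every step of 3 h, by between 17.4 degrees from 9 h to 12 h and 77.8 degrees from 0 h to 3 h. Without the 14 probes of the k-means cluster of largest range, left out after their values were seen, the steps lay between 26.4 degrees from 9 h to 12 h and 56.4 degrees from 3 h to 6 h, and that from 0 h to 3 h was 29.1 degrees. The means at 0 h and 24 h lay 5.09 log2 units apart in the plane. The share moved most when the 53 single arrays took the place of the 9 means, to 56.9%, since the spread between larvae of a sampling time then counted as variance. A fit with slide as a block gave 82.3%.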

Of note, minimal transcriptome differences (7 genes) were found when the comparison was made between fish sampled at 0 h and 24 h zeitgeber time.

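Between 0 h and 24 h, the limma contrast placed 0 of 13,940 probes under an adjusted p of 0.05, with 449 at an unadjusted p under 0.05. With slide as a block the count remained at 0, with 783 at an unadjusted p under 0.05, and a limma fit on the 12 arrays of both groups alone also gave 0. The methods' Tukey comparison among the genes past the methods' analysis of variance gave 8 genes, 5 higher and 3 lower at 24 h. Of these, 4 were well above background in all 6 larvae of both groups. Among them, the probe coded C2_17814 was higher at 24 h by 0.56 log2 units, and C2_7853 and C2_17154 fell by 0.44 log2 units each. The other 4 were above background in at most 1 of 6 larvae at 0 h, so that no size is given for them. In limma, each of these 8 had an adjusted p of 0.958. Changes much smaller than the spread between the 6 larvae of a group were not detectable in this contrast. In simulated data with 200 changed genes among 13,940, it recovered 58% of changes of 1 log2 unit, so that changes of that size could also be missed.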

**Figure 1:**
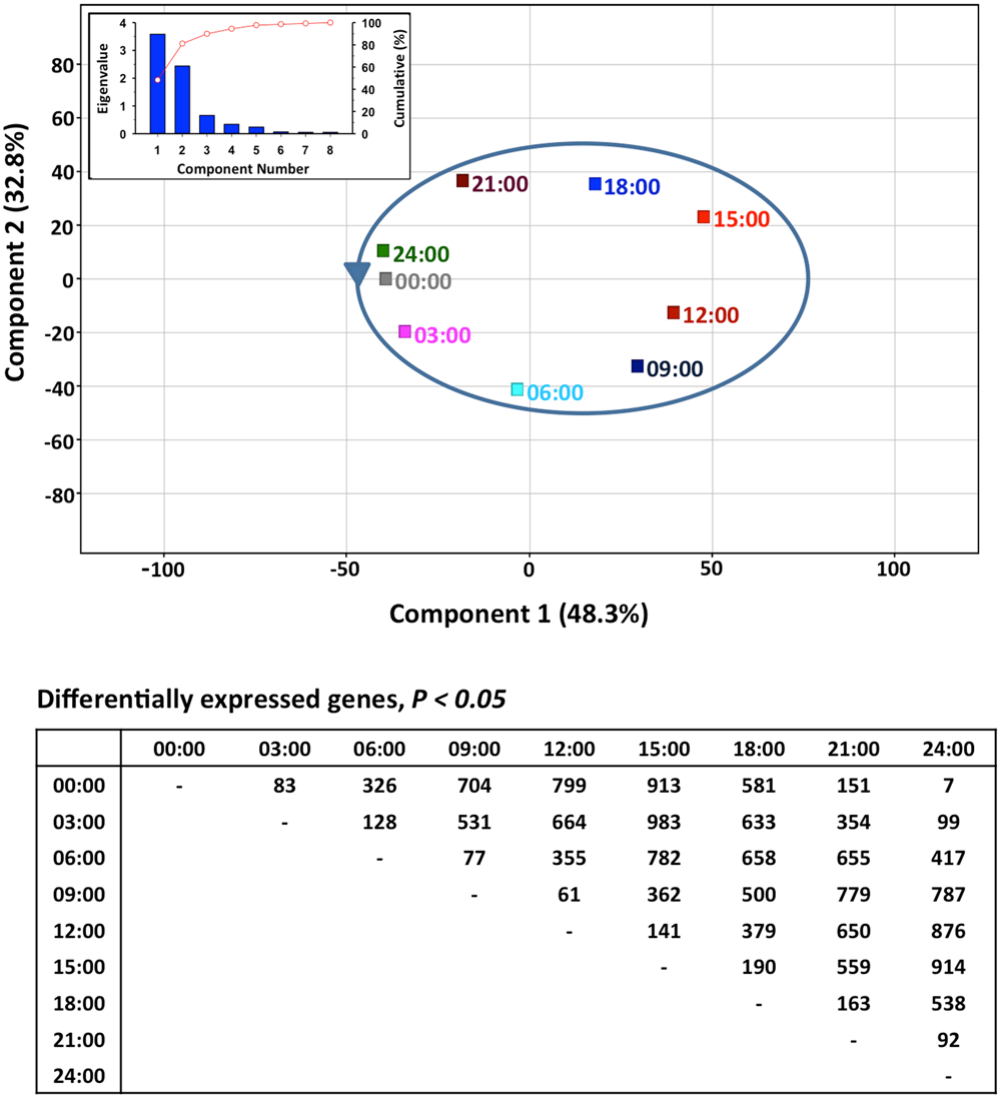
Principal component analysis of larval transcriptome at various time points. Insert is a scree plot of the principal component analysis, showing eigenvalues (blue bars) and cumulative variability explained (red points) against the number of the principal component. The number of differentially expressed genes among experimental groups was determined by one-way ANOVA (corrected P-value < 0.05, Benjamini-Hochberg).

### Differentially expressed genes are grouped into four clusters

The k-means clustering of differentially expressed genes identified 4 major clusters with a sequential expression profile (Fig. 2a). 

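K-means with 4 clusters on the centred means of the 2,194 genes gave 14, 707, 805 and 668 genes when numbered as in the paper, with the cluster of the largest range first and the others in the order of their peaks. All 10 other random seeds gave the same sizes. The alternative that moved the smallest cluster most was scaling each time course to unit variance, which gave 418, 613, 650 and 513 genes. With 5 clusters the sizes were 14, 138, 664, 717 and 661. A cosine of period 24 h fitted in limma was significant for 4,133 probes at an adjusted p under 0.05, of which 2,113 were also past the F test, and for 1,560 with the normexp background, the largest shift of this count. The count was 5,597 with slide as a block. By cluster, the share of genes with such a rhythm was 100% in cluster 1 and 98.4%, 96.1% and 94.2% in clusters 2 to 4. Fitted peaks fell in every hour of the day, from 73 genes between 6 h and 7 h to 277 between 18 h and 19 h. The share of peaks in the dark phase depended on the scaling of the arrays. It was 62.5% of the rhythmic genes relative to the 75th percentile, 56.1% with median signal minus background, 50.8% with the normexp background, 50.4% with quantile normalization and 47.2% with median centring.

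**Figure D1:**
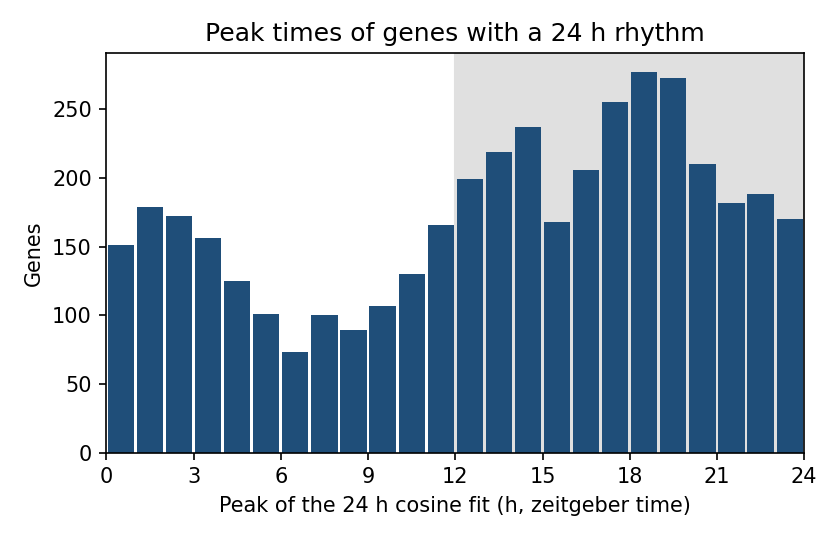
Number of rhythmic genes (y axis) by the hour of the fitted cosine's peak (x axis, zeitgeber time in h), with the dark phase in grey. Values are relative to the 75th percentile of each array; the bars run from 73 to 277 genes, and the excess of peaks in the dark phase is absent with quantile normalization (50.4%) and reversed with median centring (47.2%).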

The entire sets of genes included in each cluster are listed in Supplementary Table S1, with fold-change expression values referring to fish at 24 h zeitgeber time. 

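The cluster with the largest range of means held 14 probes, all with codes that start with C3 and none with a gene name in the tables used here. Their mean ranged over 7.87 log2 units, against 0.96, 0.65 and 0.88 log2 units for the other 3 clusters. It was -6.48 ± 0.30 (SD, n = 6 larvae) at 0 h and 1.39 ± 1.30 (n = 5) at 12 h, and 12 of the 14 probes had their highest mean at 12 h. At least 12 of the 14 probes were well above background in 5 of 6 larvae at 3 h, in all larvae at 6, 9 and 12 h, in 2 of 6 at 24 h and in 0 larvae at 0, 15, 18 and 21 h. Set against the highest signal not above background on the same array where a probe was not detected, the change was at least 9.59-fold for the probe with the smallest change and at least 69.5-fold at the median. The largest changes were those of C3_c29376 (adjusted p = 2.8e-12 from limma's F test) and C3_c57724 (adjusted p = 1.8e-12). With slide as a block the range of the mean was 7.99 log2 units. When these 14 probes were left out before clustering, an alternative chosen after their values were seen, the cluster of the largest range held 138 genes, with its highest mean at 0 h, its lowest at 12 h and a range of 2.02 log2 units. All 138 genes also formed a cluster of their own when k was 5.

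**Figure D2:**
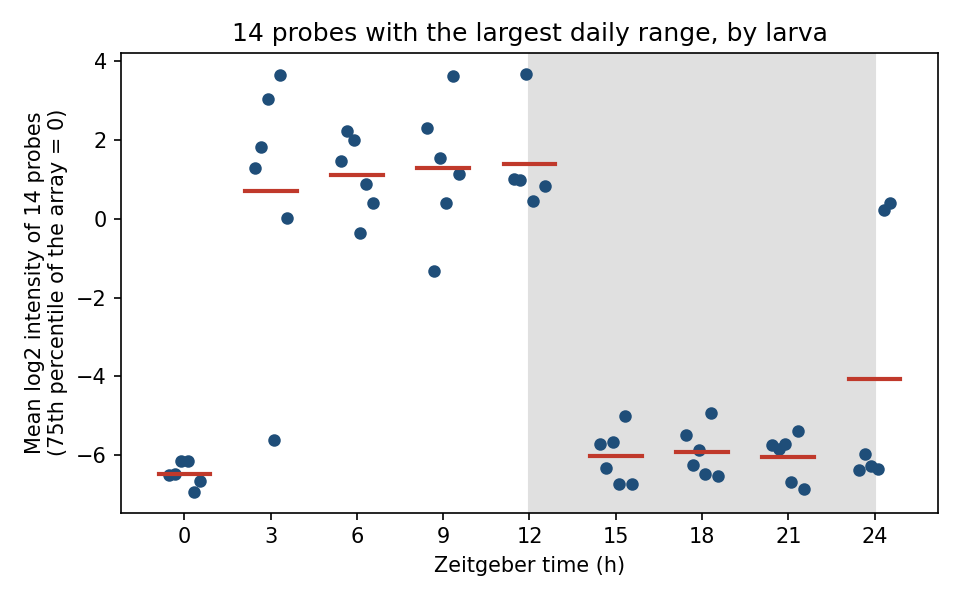
Mean of the 14 probes in each larva (points, log2 intensity relative to the 75th percentile of the array) by zeitgeber time in h, with the mean per sampling time as a red bar and the dark phase in grey. Means lie at -6.48 at 0 h and 1.39 at 12 h, and 1 larva at 3 h and 2 at 24 h lie apart from the others of their time.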

Cluster 1 comprised the lowest number of genes (132), although the magnitude of response was higher than in the other clusters, with a peak of expression at 0 h zeitgeber time and the minimum 12 h later (Fig. 2b). 

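The other 3 clusters had their highest means at 3, 15 and 21 h and their lowest at 15, 24 and 9 h. The mean of the 707 genes of the cluster with the earliest peak was 0.36 ± 0.04 (SD, n = 6 larvae) at 0 h, 0.41 ± 0.07 at 3 h and -0.55 ± 0.10 at 15 h, in log2 units centred per gene. The next, with 805 genes, was at 0.29 ± 0.04 at 9 h, 0.29 ± 0.05 (n = 5) at 12 h and 0.31 ± 0.05 at 15 h, values that differed by less than the spread between larvae, and reached -0.33 ± 0.07 at 24 h. The latest, with 668 genes, was at 0.36 ± 0.13 at 18 h, 0.44 ± 0.14 at 21 h and -0.44 ± 0.15 at 9 h. Single genes spread around these times. In the earliest cluster 214 genes had their highest mean at 3 h, 176 at 24 h, 148 at 0 h and 142 at 6 h. In the middle cluster the counts were 162 at 9 h, 145 at 12 h, 289 at 15 h and 126 at 18 h, and in the latest 199 at 18 h, 231 at 21 h and 103 at 24 h. With slide as a block the sizes of these clusters were 1,080, 1,683 and 1,295 genes, and with the normexp background 317, 362 and 241.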

Clusters termed 2, 3 and 4 contained 675, 758 and 650 genes, respectively; they also showed a circadian pattern of expression with intensity peaks at 3 h (cluster 2), 9–15 h (cluster 3) and 18–21 h (cluster 4) zeitgeber time (Fig. 2c).

**Figure 2:**
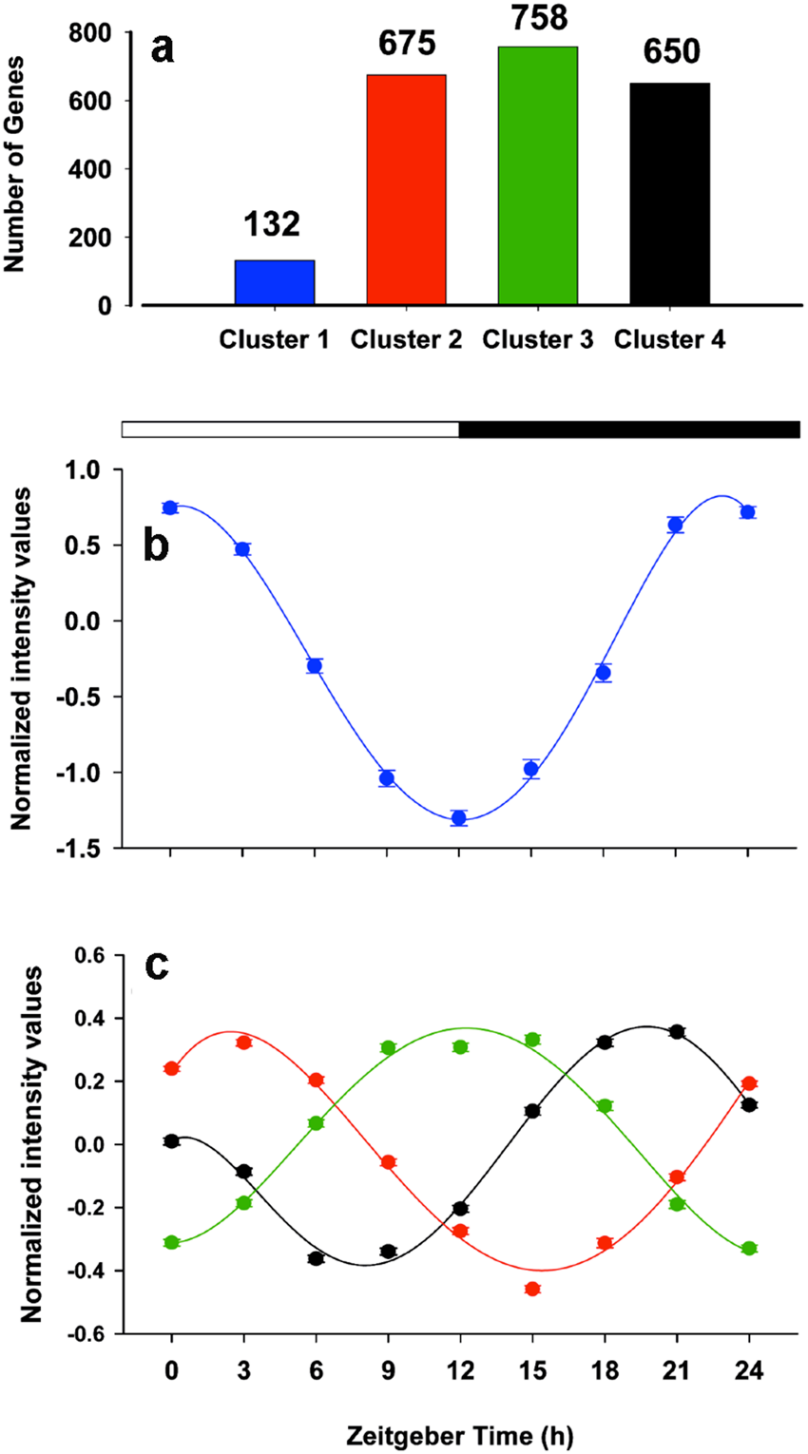
K-means clustering of differentially expressed genes. (**a**) Number of genes in each cluster. (**b**) Average expression profile of cluster 1 genes. (**c**) Average expression profiles of cluster 2 (red), cluster 3 (green) and cluster 4 (black). At each time point, the mean ± SEM of six individuals is represented.

### Daily activation of canonical pathways of intermediary metabolism, development and cell cycle

Ingenuity Pathway Analysis (IPA) software was used to gain insight into the biological functions and pathways that were most significant in the different detected clusters. Up to 92.6% (2,052 genes) of differentially expressed genes were eligible for pathway analysis in the IPA software. Regarding molecular and cellular functions, the most significant for cluster 1 were “molecular transport”, “lipid metabolism”, “amino acid metabolism”, “nucleic acid metabolism”, “carbohydrate metabolism”, and “vitamin and mineral metabolism” (Fig. 3a). Notably, the most significant canonical pathways in this cluster were Thyroid hormone receptor and retinoid X receptor (TR/RXR) activation, represented by collagen alpha-3(VI) chain, cholesterol 7 alpha-monooxygenase (*cyp7a1*), phosphoenol pyruvate carboxykinase 1, and the mitochondrial uncoupling proteins (*ucp1, ucp2*, and *ucp3*). In addition, Phototransduction was significantly over-represented by five genes: arrestin 3, cyclic nucleotide-gated channel alpha 1 and 3, phosducin, and guanylatecyclase activator 1B. 

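The mitochondrial uncoupling proteins were each found by their clone code, as was a collagen alpha-3(VI) chain-like clone, while cyp7a1 and phosphoenol pyruvate carboxykinase 1 were not analysed here. All 4 had their highest mean at 24 h. The log2 intensity of ucp2 was 5.37 ± 0.40 (SD, n = 6 larvae) at 24 h and 1.49 ± 0.31 at 15 h, a 14.7-fold difference (adjusted p = 2.3e-17 from limma's F test). For ucp1 it was 3.63 ± 0.47 at 24 h and 2.03 ± 0.19 (n = 5) at 12 h, a 3.04-fold difference (adjusted p = 6.7e-11). For ucp3 it was 1.16 ± 0.73 at 24 h and -1.40 ± 1.34 (n = 5) at 12 h, a 5.88-fold difference (adjusted p = 7.6e-06). The collagen clone had -2.54 ± 0.66 at 24 h and -4.32 ± 0.87 (n = 5) at 12 h, with an adjusted p of 0.0185 from limma that was not past the threshold with the normexp background or with single replicates left out (from 1.1e-05 to 0.432 over the alternatives). K-means with 4 clusters placed ucp1, ucp2 and the collagen clone in cluster 2 and ucp3 in cluster 4. All 4 fell in the cluster that peaked at 0 h with 5 clusters, and with the 14 probes that made up cluster 1 left out, a choice made after seeing the values.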

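Of the 30 clones of Table 1, 28 passed the F test over all probes, and all 30 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Of the 30, 28 lay in cluster 2 here. The 2 that did not pass over all probes were cdk2 (adjusted p = 0.0558, from 7.0e-04 to 0.432 over the alternatives) and cdk4 (adjusted p = 0.0712, from 0.00382 to 0.353). The range of the means had a median of 1.03 log2 units over the list. Averaged over the list, the centred log2 value was 0.39 ± 0.27 (SD, n = 6 larvae) at 3 h, 0.32 ± 0.05 at 6 h and -0.45 ± 0.16 at 15 h. Highest means fell at 6 h for 13 clones, at 3 h for 6, at 0 h for 6 and at 24 h for 4, and the fitted cosine peaked at a median of 3.91 h. Over Tables 1 to 3 together, 117 of the listed clones passed, and the normexp background moved this count most, to 48.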

In cluster 2, the molecular functions “RNA post-transcriptional modification” and “DNA replication, recombination, and repair” were clearly the most significant (Fig. 3b), and overlapping analysis of associated canonical pathways identified a group of 30 related genes (Table 1), which were mainly involved in repair response to DNA damage and cell cycle regulation. “Cell cycle” and “DNA replication, recombination, and repair” were also among the top molecular and cellular functions of cluster 3, together with “cellular assembly and organization” (Fig. 4a). In this cluster, significant overlapping of canonical pathways identified 72 genes (Table 2), mostly related to unfolded protein responses, oxidative stress, and regulation of cell cycle. In contrast, there were no clearly prominent molecular and cellular functions in cluster 4 (Fig. 4b), and overlapping analysis only resulted in six related pathways with 26 overlapping genes (Table 3), including those of the cell cycle and signaling processes related to development (Neuregulin signaling, Agrin interactions at neuromuscular junction, and TWEAK-TNF-like weak inducer of apoptosis signaling).

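Of these 72 clones, 68 passed the F test over all probes, and 72 when adjusted over the list alone, which chose its clones on the same larvae. Their range of means ran from 0.27 to 4.29 log2 units with a median of 0.72. The list's mean centred log2 value was -0.34 ± 0.07 (SD, n = 6 larvae) at 0 h, 0.32 ± 0.13 at 9 h, 0.30 ± 0.13 (n = 5) at 12 h and 0.38 ± 0.09 at 15 h. A highest mean at 9, 12 or 15 h was found for 50 of the clones (14, 7 and 29), and at 18 h for 18. The fitted cosine peaked at a median of 13.1 h. The largest range belonged to cyclin-dependent kinase inhibitor 1, coded C2_1055, which was 19.6-fold higher at 12 h than at 21 h (adjusted p = 1.5e-22 from limma's F test).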

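For Table 3, 21 of 26 clones were past the F test over all probes and 26 when adjusted over the list alone, again without being independent evidence. The median range of their means was 0.90 log2 units. In the mean of the list, centred log2 values were 0.28 ± 0.10 (SD, n = 6 larvae) at 18 h and 0.36 ± 0.12 at 21 h, against -0.37 ± 0.07 at 6 h. The highest mean fell at 21 h for 11 clones, at 15 h for 7, at 18 h for 2, and at 0 h or 24 h for 3 each. The median peak of the fitted cosine was 19.3 h, and 19 of the clones lay in cluster 4 here.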

**Figure 3:**
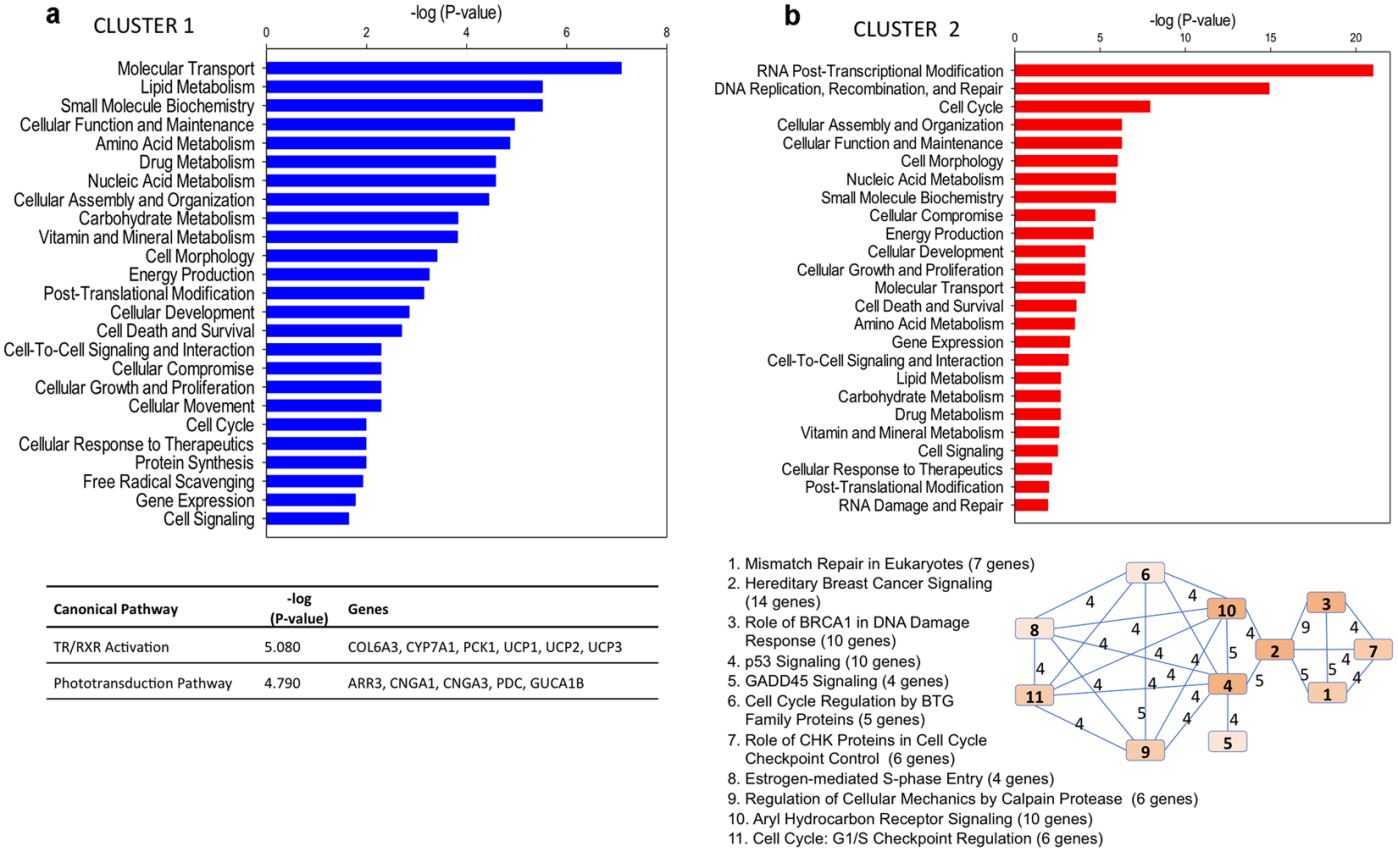
Functional characterization of genes present in cluster 1 and 2 by Ingenuity Pathway Analysis. (**a**) Top represented molecular and cellular functions and top represented canonical pathways (below the graph) in cluster 1. (**b**) Top represented molecular and cellular functions in cluster 2, and overlapping analysis of related canonical pathways (below the graph). Number of common genes between pathways is represented on the connection lines. Pathways are numbered according to their significance value from lower (more significant) to higher, and the color grading of boxes is representative of the number of genes in each pathway.

**Table 1:** Genes comprised in the overlapping analysis of associated canonical pathways of cluster 2.

Clone	Gene description	Canonical pathway
C2_36119	Breast cancer type 2 susceptibility protein homolog	2 3
C3_c26352	Calpain-2 catalytic subunit	9
C3_c55605	Calpain-8-like	9
C2_8602	Cyclin-dependent kinase 2	4 5 6 7 8 9 10 11
C2_7311	Cyclin-dependent kinase 4	2 4 5 6 8 9 10 11
C2_13531	DNA endonuclease RBBP8	3
FM148633	DNA mismatch repair protein Msh2	1 2 3
C2_11812	DNA mismatch repair protein Msh6	3
C2_18591	DNA polymerase alpha catalytic subunit	10
C2_10309	DNA polymerase delta catalytic subunit	1
C2_12300	DNA repair protein complementing XP-C cells	2
C2_19297	Fanconi anemia group D2 protein	2 3
C2_39274	G1/S-specific cyclin-D1	2 4 5 6 8 9 10 11
C2_1122	Guanine nucleotide-binding protein-like 3	4 11
C2_4447	Hypoxia-inducible factor 1-alpha	4
C2_35678	Microsomal glutathione S-transferase 2	10
C2_4674	Nocturnin	6
C2_2183	Nuclear factor erythroid 2-related factor 2	10
C2_2403	Nucleophosmin	2
C2_3598	P21-activated protein kinase-interacting protein 1-like	11
C2_18561	Phosphatidylinositol 3-kinase regulatory subunit alpha	2 4
C2_228	Proliferating cell nuclear antigen	1 4 5 7
C2_39921	Protein-glutamine gamma-glutamyltransferase 2	10
C3_c18240	Proto-oncogene c-Fos-like	10
C2_2839	Replication factor C subunit 3	1 2 3 7
C2_9764	Replication factor C subunit 5	1 2 3 7
C2_6841	Replication protein A 70 kDa DNA-binding subunit	1 2 3 7
C2_15396	Retinoblastoma-associated protein	2 3 4 6 8 9 10 11
C2_4245	Ribonucleoside-diphosphate reductase subunit M2 B	4
C2_11938	Serine/threonine-protein kinase Chk1	2 3 4 7 10

The clone code for each gene in the Nutrigroup database (www.nutrigroup-iats.org/seabreamdb) is indicated. Canonical pathway number correspondence is stated in Fig. 3b.

**Figure 4:**
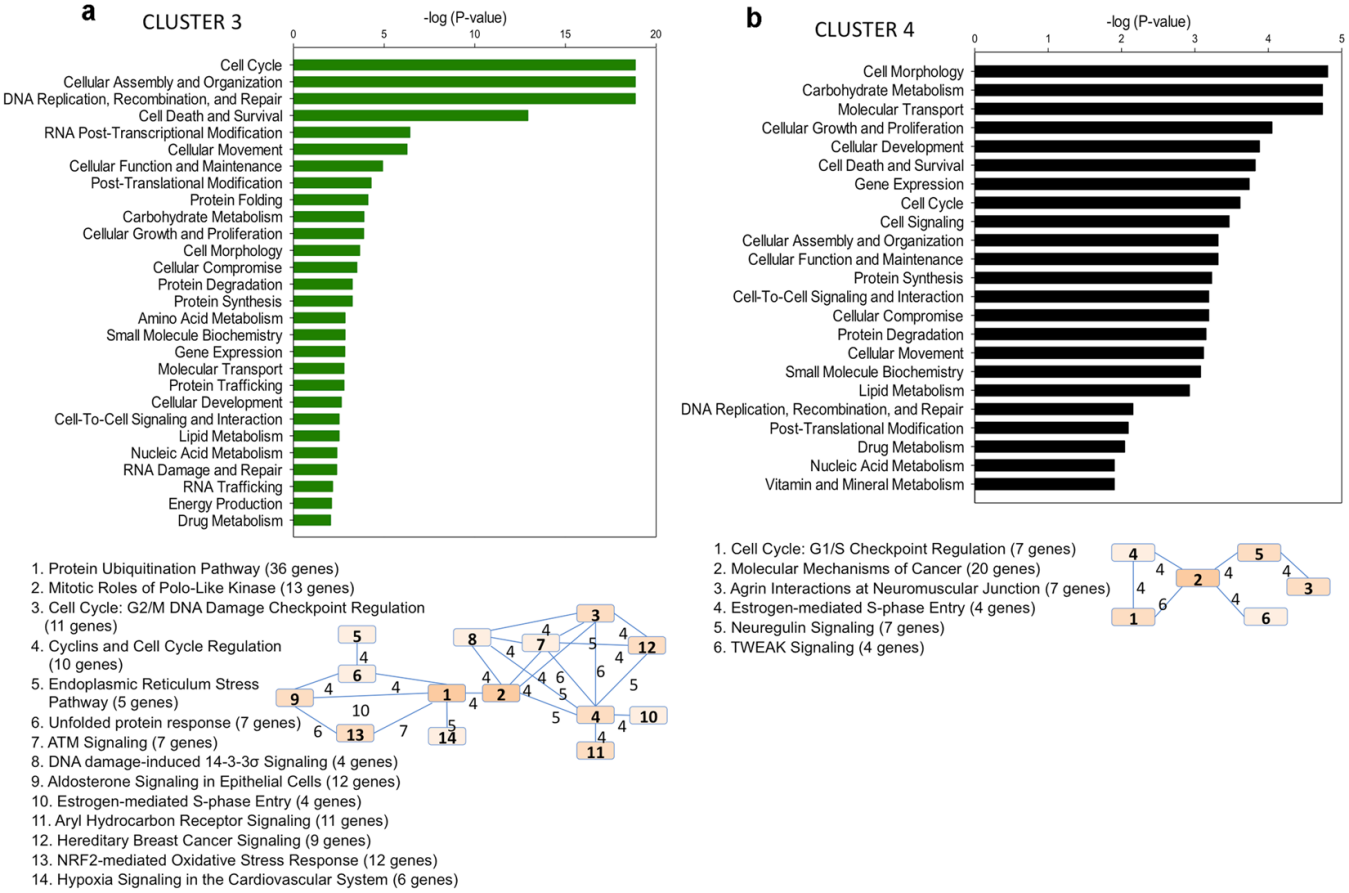
Functional characterization of genes present in cluster 3 and 4 by Ingenuity Pathway Analysis. (**a**) Top represented molecular and cellular functions, and overlapping analysis of related canonical pathways (below the graph) in cluster 3. (**b**) Top represented molecular and cellular functions, and overlapping analysis of related canonical pathways (below the graph) in cluster 4. Number of common genes between pathways is represented on the connection lines. Pathways are numbered according to their significance value from lower (more significant) to higher, and the color grading of boxes is representative of the number of genes in each pathway.

**Table 2:** Genes comprised in the overlapping analysis of associated canonical pathways of cluster 3.

Clone	Gene description	Canonical pathway
C2_299	14-3-3 protein beta/alpha-1	3
C2_4264	26 S protease regulatory subunit 4	1
C2_3002	26 S protease regulatory subunit 7	1
C2_514	26 S protease regulatory subunit 8	1
C2_2728	26 S proteasome non-ATPase regulatory subunit 1	1
C2_1006	26 S proteasome non-ATPase regulatory subunit 3	1
C2_3430	26 S proteasome non-ATPase regulatory subunit 4	1
C2_364	26 S proteasome non-ATPase regulatory subunit 7	1
C2_58026	26 S proteasome non-ATPase regulatory subunit 8	1
C2_14888	78 kDa glucose-regulated protein	1 5 6 9
C2_18402	Actin	13
C2_3814	Aldehyde dehydrogenase family 9 member A1	11
C2_7839	Aurora kinase A-A	3
C2_1023	Calreticulin	5 6
C2_997	Catalase (CAT)	13
C2_7899	Cell division cycle protein 20 homolog	1 2
C2_30599	Cell division cycle protein 23 homolog	1 2
C2_1877	Chromobox protein homolog 5	7
C2_4302	Cyclin-A2	4 10 11
C2_75402	Cyclin-dependent kinase 1-B	2 3 4 7 8 10 12
C2_1055	Cyclin-dependent kinase inhibitor 1	3 4 7 10 11 12
C2_1862	Cyclin-dependent kinases regulatory subunit 1	3
C2_3866	DNA-directed RNA polymerase II subunit RPB7	12
C2_7938	DNA-directed RNA polymerase II subunit RPB9	12
C2_213	DnaJ homolog subfamily A member 1	1 9 13
C2_2999	DnaJ homolog subfamily B member 11	1 9 13
C2_10236	DnaJ homolog subfamily C member 10	1 9 13
C2_5322	DnaJ homolog subfamily C member 17	1 9 13
C2_4773	DnaJ homolog subfamily C member 3	1 5 6 9 13
C2_45195	Double-strand break repair protein MRE11A	7 12
C2_10928	E3 ubiquitin-protein ligase UBR1	1
C2_1490	Endoplasmin (GRP-94)	1 2 5 6 9 11 14
C2_3801	G2/mitotic-specific cyclin-B1	2 3 4 7 8 12
C2_11108	G2/mitotic-specific cyclin-B2	2 3 4 7 8
C2_18447	G2/mitotic-specific cyclin-B3	2 3 4 7 8
C2_117130	Glutathione S-transferase A	11 13
C2_15999	Heat shock 70 kDa protein 1	1 6 9
C2_5798	Heat shock protein beta-8	1 9 13
C2_4132	Heat shock protein HSP 90-alpha 1	1 2 9 11 14
C2_2149	Heme oxygenase	13 4 12
C2_14642	Histone deacetylase 3	4 12
FP337424	Kinesin-like protein KIF11-B	2
C2_10006	Mediator of RNA polymerase II transcription subunit 20	1
C2_7344	NEDD8	11
C2_45763	Nuclear receptor coactivator 7	11
C2_16956	Nuclear receptor subfamily 0 group B member 2	11
C2_6115	Polyubiquitin-C	1 12
C2_276	Proteasome subunit alpha type-1	1
C2_89	Proteasome subunit alpha type-5	1
C2_979	Proteasome subunit alpha type-6	1
C2_99283	Proteasome subunit beta type-1	1
C2_4220	Proteasome subunit beta type-2	1
C2_909	Proteasome subunit beta type-7	1
C2_33651	Protein aurora borealis	3
C2_3894	Protein disulfide-isomerase	6 14
C2_3572	Protein regulator of cytokinesis 1	2
C2_36036	Serine/threonine-protein kinase PLK1	2 3
C2_17621	Serine/threonine-protein kinase PLK4	2
C2_17492	Serine/threonine-protein kinase TAO3	5
C2_1685	Solute carrier family 12 member 1	9
C2_21997	Solute carrier family 12 member 2	9
C2_2037	Transcription factor Dp-1	4 10 11
C2_11275	Transforming growth factor beta-3	4 11
C2_15562	Transitional endoplasmic reticulum ATPase	6 13
C2_3614	U4/U6.U5 tri-snRNP-associated protein 2	1
C2_1964	Ubiquitin carboxyl-terminal hydrolase 14	1 13
C2_21971	Ubiquitin carboxyl-terminal hydrolase 28	1
C2_24706	Ubiquitin carboxyl-terminal hydrolase 3	1
C2_3488	Ubiquitin-conjugating enzyme E2 C	1 14
C2_1905	Ubiquitin-conjugating enzyme E2 G1	1 14
C2_3425	Ubiquitin-conjugating enzyme E2 S	1 14
C2_68747	Wee1-like protein kinase	2 3 4 12

The clone code for each gene in the Nutrigroup database (www.nutrigroup-iats.org/seabreamdb) is indicated. Canonical pathway number correspondence is stated in Fig. 4a.

**Table 3:** Genes comprised in the overlapping analysis of associated canonical pathways of cluster 4.

Clone	Gene description	Canonical pathway
C2_5203	Acetylcholine receptor subunit alpha	3
C2_34121	Adenylate cyclase type 7	2
C2_5274	Baculoviral IAP repeat-containing protein 4	2 6
C2_64743	Bone morphogenetic protein receptor type-1B	2
C2_3535	Caspase-3	2 6
C2_8280	Caspase-9	2 6
C2_14042	G1/S-specific cyclin-D2	1 2
C2_91393	G1/S-specific cyclin-E1	1 2 4
C2_99915	Insulin receptor substrate 1	2
C2_8684	Integrin alpha-5	2 3 5
C3_c11836	Laminin subunit beta-1-like	3
C2_96193	Mothers against decapentaplegic homolog 9	2
C2_10260	M-phase inducer phosphatase 1	1 2 4
C2_76810	Muscle, skeletal receptor tyrosine-protein kinase	3
C2_12647	NF-kappa-B inhibitor epsilon	2 6
C2_5958	Nicastrin	2
C2_28111	Pro-neuregulin-1, membrane-bound isoform	1 3 5
C3_c57938	Pro-neuregulin-4, membrane-bound isoform-like	3 5
C2_4242	Protein max	1 2
C2_7590	Ral guanine nucleotide dissociation stimulator	2
C2_7026	Ras-related protein R-Ras2	2 3 5
C2_38744	Rho-related GTP-binding protein RhoU	2
C2_12356	Ribosomal protein S6 kinase beta-2	5
C2_40491	Serine/threonine-protein kinase D3	2 5
C2_10954	Transcription factor E2F4	1 2 4
C3_lrc4088	Transcriptional regulator Myc-1-like	1 2 4 5

The clone code for each gene in the Nutrigroup database (www.nutrigroup-iats.org/seabreamdb) is indicated. Canonical pathway number correspondence is stated in Fig. 4b.

### Expression of several genes in different clusters is correlated with core clock genes

Seven genes in clusters 1–3 were unequivocally identified as core clock genes. These were the circadian protein homolog 3 (*per3*) in cluster 1; *per1*, *per2* and cryptochromes 1 and 2 (*cry1* and *cry2*) in cluster 2; and aryl hydrocarbon receptor nuclear translocator-like (*bmal1*) and circadian locomotor output cycles kaput (*clock*) in cluster 3. 

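The 7 clock genes, found by their clone codes, were all past limma's F test, with adjusted p from 1.4e-16 for cry1 to 6.8e-04 for per2. The log2 intensity of cry1 was 1.75 ± 0.38 (SD, n = 6 larvae) at 3 h and -0.62 ± 0.22 at 15 h, a 5.18-fold difference, and that of cry2 was 5.54-fold higher at 3 h than at 15 h. For per1 (adjusted p = 8.2e-09) the highest and lowest means fell at the same times, with 4 of 6 larvae well above background at 15 h, so that no fold is given. The highest mean of per3 was -3.11 ± 0.33 at 24 h, at least 2.31-fold above 12 h, when none of the 5 larvae was well above background. For bmal1 the mean at 9 h was at least 2.55-fold above that at 0 h, when 0 of 6 larvae were above background, and clock was highest at 12 h and lowest at 21 h, when 3 of 6 larvae were above background. The k-means clusters here held per3, per1, per2, cry1 and cry2 in cluster 2 and bmal1 and clock in cluster 3, and per3 moved to the cluster that peaked at 0 h with 5 clusters, and when the 14 probes of cluster 1 were left out, a setting chosen after their values were seen. Several of these genes were at background at some sampling times, which limits their calls. With the normexp background per3, per1, per2, bmal1 and clock were no longer past the threshold (adjusted p from 0.318 to 0.432), whereas over the remaining alternatives the highest adjusted p of these was 0.178, for per2 with median signal minus background. Glutathione S-transferase A and heme oxygenase, above background on all 53 arrays, were also lost with the normexp background. With it the median of all probes moved by 0.49 log2 units over the day, against 0.15 as reported. Its losses thus cannot be put down to dim signal alone.

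**Figure D3:**
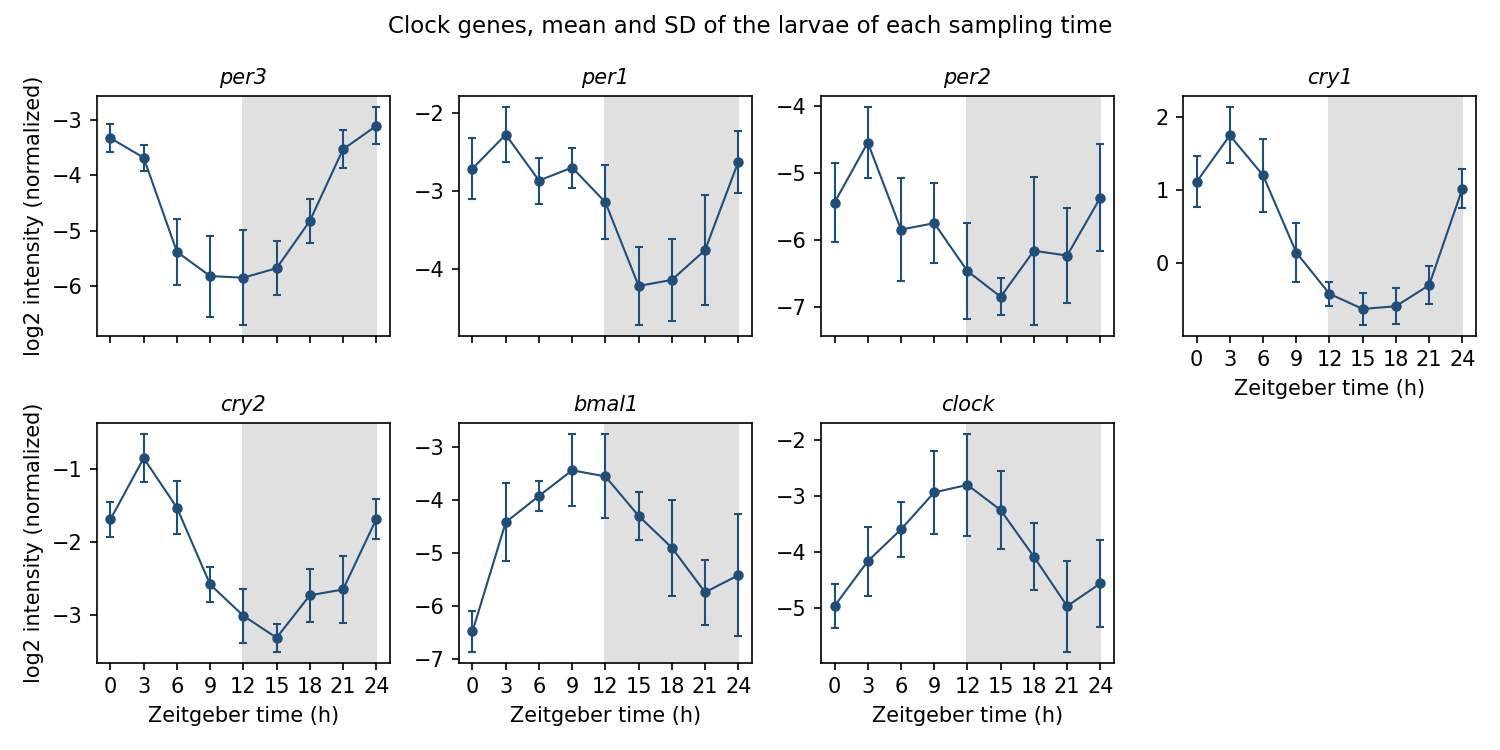
Log2 intensity relative to the 75th percentile of the array (y axis) of the 7 clock genes by zeitgeber time in h (x axis), mean ± SD of 6 larvae (5 at 12 h), with the dark phase in grey. Levels are not comparable between panels; cry1 and cry2 are highest at 3 h and lowest at 15 h, and bmal1 and clock are highest at 9 h and 12 h.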

We next sought to establish whether the expression of genes within each cluster may be related to the expression pattern observed for these core clock genes. 

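Spearman's rho over the 9 means of the sampling times, within the k-means cluster of each clock gene, was above 0.95 with 27 genes for per3, 2 for per1, 3 for per2, 28 for cry1, 17 for cry2, 8 for bmal1 and 10 for clock. These counts were unstable. With single replicates left out in turn they ran from 1 (without replicate 3) to 39 for per3, 1 to 5 for per1, 0 to 7 for per2, 13 to 41 for cry1, 7 to 52 (without replicate 5) for cry2, 3 to 9 for bmal1 and 7 to 17 for clock. Counted over pairs of clock genes, and without the 2 genes of the pair themselves, 36 genes were correlated with cry1 or cry2 and 7 with both, 5 with per1 or per2 and 18 with bmal1 or clock, and 0 with both genes of the latter pairs. Each gene of a cluster taken in turn as the reference had a median of 10 such genes in cluster 2 and 6 in cluster 3, with a 95th percentile of 49 and 29. None of the 7 clock genes (a count of 0) was above that percentile. Of the alternatives, a threshold of 0.90 moved the sum over the 7 genes most, from 95 to 429. Over 9 means, rho takes steps, and 0.95 is one of them, so that counting genes at 0.95 or more, an alternative chosen after seeing the values, gave a sum of 181. Over the 53 single larvae the count was 0.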

Interestingly, correlation analysis (Spearman coefficient > 0.95) showed that several genes in clusters 1, 2 and 3 shared the expression dynamics of the identified core clock genes within the corresponding cluster. Figure 5 shows the number of related genes for each clock gene and their average expression profiles. The entire list of significantly correlated genes to these clock genes and their normalized intensity values is provided as a supplemental material (Supplementary Table S2). Nine differentially expressed genes, including three clock genes, covering a wide range of hybridization intensities and fold-change variations were chosen for real-time qPCR analysis, and results were consistent (r = 0.87) with those of the microarray analysis (Supplementary Fig. S1).

**Figure 5:**
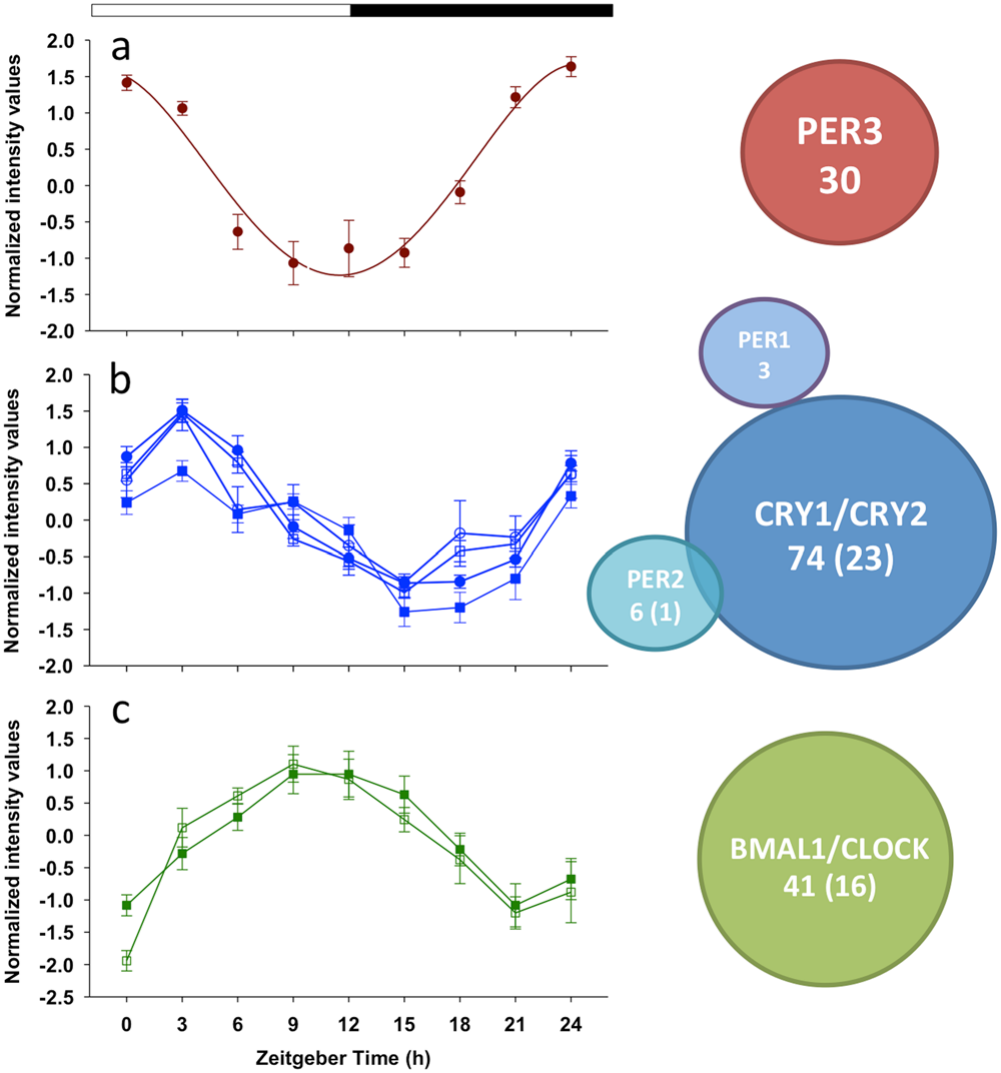
Correlation analysis of differentially expressed genes. Venn diagram (at the right) showing the number of genes significantly correlated (Spearman coefficient > 0.95) to each clock gene in their respective cluster (red for cluster 1, blue for cluster 2, green for cluster 3). In diagrams representing two clock genes, the number in parenthesis indicates the number of genes significantly correlated to both clock genes. (**a**) Average expression profiles (mean ± SEM) of cluster 1 genes significantly correlated to *per3*. (**b**) Average expression profiles (mean ± SEM) of cluster 2 genes significantly correlated to *cry1* (blue circles), *cry2* (white squares), *per1* (blue squares) and *per2* (white circles). (**c**) Average expression profiles (mean ± SEM) of cluster 3 genes significantly correlated to *bmal1* (white squares) and *clock* (green squares).

## Discussion

While the use of whole-body fish larvae in microarray studies was suggested to be a limiting factor because some tissue-specific effects may be buried by overall gene expression^29^, we found significant daily variations in the expression of both genes expressed in poorly represented tissues (e.g., pineal gland, retina) and those ubiquitously expressed. Additionally, the number of genes detected to have a significant variation through the day, after false positive correction, was relatively high (2,229) compared to those found by other microarrays to vary through ontogeny (~200)^4^ or in response to nutritional programming interventions (924–1,787)^9^. This may result from the remarkable variation in fish daily physiology, and from the update of the nutrigroup-IATS *S. aurata* nucleotide database that yields a powerful microarray tool with approximately 14,000 unique sequences, specifically enriched in actively expressed genes of the intestine and whole-larvae tissues. This represents a significant improvement over previous *S. aurata* arrays used to wide-underline gene expression in fish challenged with nutritional and environmental stressors^30–33^. Noteworthy, all genes present in this new microarray were annotated, and a single probe was designed for each gene. This might avoid potential deviation due to over-representation of multiple probes for a unique transcript and likely contributed to the reliable and clear analytical results, especially when statistical and functional analyses were envisaged. A first glimpse of the differential transcriptomic expression at each sampling point by PCA showed the sequential displacement of each sampling point along the two components that explained 81% of the whole variance, resulting in the striking figure of a 24-h circular cycle (Fig. 1). The shortest distances were observed between successive samples, while the highest distances were found between samples taken with a 12 h difference. This pattern clearly reveals that several genes are expressed sequentially along the day cycle in the entire larva.

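The count of genes with an adjusted p under 0.05 in limma contrasts had a median of 38.5 over the 8 pairs of successive sampling times, from 5 between 9 h and 12 h to 104 between 15 h and 18 h. Over the 5 pairs taken 12 h apart the median was 982, from 827 to 1,370, the highest being 3 h against 15 h. Read around the 24 h clock, the median count was 322.5 for pairs 6 h apart and 824.5 for pairs 9 h apart, and single pairs 9 h apart reached 1,083. Distances in the plane of the first 2 principal components had medians of 16.2, 31.4, 42.0 and 46.3 log2 units for pairs 3, 6, 9 and 12 h apart. With slide as a block the median counts were 102 for successive times and 1,879 for 12 h apart. The methods' Tukey comparison moved the count for successive times most, to 114. For 12 h apart, the shift with slide as a block was the largest, and the lowest count was 332, with the normexp background. The scaling of the arrays changed the direction of most differences for 2 of the 5 pairs 12 h apart. From 6 h to 18 h, 64.3% of the genes that differed were higher at 18 h relative to the 75th percentile, against 52.7% with median signal minus background, 49.1% with quantile normalization and 43.0% with median centring. From 9 h to 21 h these shares were 58.3%, 56.8%, 42.9% and 40.8% in the same order, and with the normexp background they were 50.0% and 52.8% for these 2 pairs. The other 3 pairs kept their direction over the 5 scalings, with shares of genes higher at the later time of 33.8% to 46.7% from 0 h to 12 h, 39.7% to 48.8% from 3 h to 15 h and 54.1% to 60.7% from 12 h to 24 h. From the short distances between successive samples and the long ones at 12 h, the paper concludes that several genes are expressed in sequence along the day in the whole larva.

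**Figure D4:**
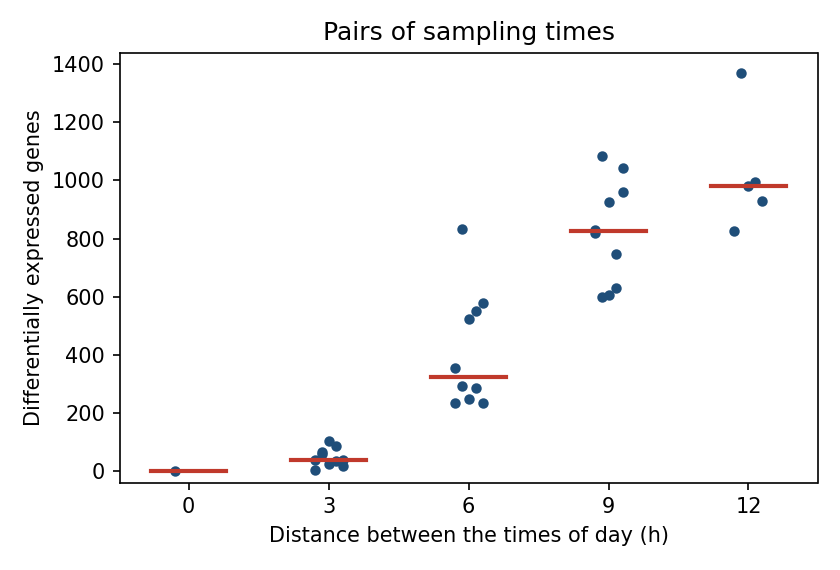
Number of genes differing (y axis, limma, adjusted p under 0.05) for each pair of sampling times (points) by the hours between them around the clock (x axis), with the median as a red bar. The medians rise from 38.5 at 3 h to 982 at 12 h, and the ranges overlap between neighbouring distances from 6 h on but not between 3 h and 6 h.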

### Daily transcriptome organization in the growing larvae

Clustering analysis revealed the existence of 4 clusters of genes differentially expressed throughout the day (Fig. 2). Temporal and functional analysis of the first cluster, referred to as cluster 1, suggested that phototransduction genes are increasingly expressed during the dark period, likely as preparation for the next light phase. Concomitantly, we observed the up-regulation of genes involved in the TR/RXR activation pathway, in agreement with the role of the thyroid hormone (TH) cascade in light signal transduction^34^. TH and its receptors also affect a wide range of metabolic processes. In this regard, the expression of key genes related to lipid and carbohydrate metabolism were particularly enhanced during the night (Fig. 3a). This is the case of CYP7A1, which catalyzes the first reaction in cholesterol catabolism for bile acid synthesis^35^ and PCK1, which is a rate-controlling step of gluconeogenesis and hepatic glucose output^36^. TH action in vertebrates is also associated with changes in metabolic efficiency, modulating the up-regulation of mitochondrial uncoupling proteins (UCPs)^37,38^. This close association was evidenced for *ucp1* and *ucp2–3*, which were all included in cluster 1 (Fig. 3a). Previous results in *S. aurata* revealed that *ucp2* and *3* are up-regulated under feed restriction in aerobic muscle tissues or with aging or nutrient deficiencies in the glycolytic skeletal muscle^39,40^. This metabolic feature would reflect an increased flux of fatty acids towards skeletal muscle, which might also occur in larvae during overnight fasting and the first hours after the light onset. Hence, cluster 1 could be considered a metabolic regulator, considering its temporal pattern, high amplitude of expression, and the inclusion of TR/RXR activation pathway genes.

Cluster 2 also included genes with key roles in both direct light response (e.g., *opn4*) and transmission/amplification of the visual signal (e.g., *pde*) (Supplementary Table S1), which may act in concert with phototransduction genes from cluster 1. However, cluster 2 genes remained actively expressed 3 h after lights were turned on (Fig. 2c), suggesting that they may play a role in light entrainment. This is supported by the presence of the clock genes involved in light entrainment, *per2* ^41^ and *cry1* ^42^, and other light-responsive genes in retinal ganglions (*opn4*)^43^ and pineal gland (e.g., *pinopsin*)^44^ (Supplementary Table S1). Functional analysis of genes in cluster 2 outlined several interrelated canonical pathways involved in the transition through the G1/S stages of the cell cycle (Fig. 3b). The G1/S transition stage is a boundary between one active growth stage of cells (G1 phase) and DNA replication (S phase)^45^. Notably, key genes for G1/S transition such as *cyclin D* and *cdk4* ^46^, and DNA replication such as *pcna* ^47^, were observed in this cluster (Table 1). 

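Of these genes, pcna had the clearest time course, with a log2 intensity of 6.78 ± 0.34 (SD, n = 6 larvae) at 6 h and 5.50 ± 0.20 at 15 h, a 2.44-fold difference (adjusted p = 3.5e-06 from limma's F test). Cyclin D1 ranged over 0.45 log2 units, from -1.88 ± 0.15 at 24 h to -2.33 ± 0.09 at 15 h, with an adjusted p of 0.0426 that ran from 8.4e-04 to 0.448 over the alternatives. It was not past the threshold with median signal minus background, with the normexp background or with single replicates left out. The means of cdk4 ranged over 0.42 log2 units between 9 h and 21 h, and cdk4 was not past the threshold over all probes in the values as reported here. The fitted cosine peaked at 2.29 h for cyclin D1 (95% interval 0.759 to 3.67 h, from 2,000 resamples of larvae), at 4.82 h for pcna (4.10 to 5.61 h) and at 6.32 h for cdk4 (4.73 to 7.89 h). The peak of pcna fell 2.53 h after that of cyclin D1 (0.786 to 4.32 h).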

Response to DNA damage during S phase appears to derive from the up-regulation of interrelated molecular pathways such as those of BRCA1, GADD45, and p53 (Fig. 3b). Taken together, it is plausible that the moderate feed intake of *S. aurata* larvae during the morning^22^ (Supplementary Fig. S2) plays a role in determining the growth scope of the new day: cells check starting DNA quality and whether there are sufficient raw materials to replicate the DNA.

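The mean of the 805 genes of the cluster that was high from 9 h to 15 h was followed per larva over the first hours of light, with the reservation that these genes were chosen for their differences between the same larvae. It was -0.32 ± 0.04 (SD, n = 6 larvae) at 0 h, -0.18 ± 0.11 at 3 h and 0.06 ± 0.05 at 6 h, in centred log2 units. The rise from 0 h to 3 h was 0.13 (two-sided exact permutation test over 924 splits, p = 0.0216, adjusted p = 0.0216 over 4 comparisons). From 3 h to 6 h it was 0.24, and every larva at 6 h was above every larva at 3 h (same exact permutation test, p = 0.00216, the smallest p that 6 larvae against 6 allow, adjusted p = 0.00289). From 6 h to 9 h it rose by a further 0.23 with the same exact p. These 3 differences were 0.13, 0.24 and 0.24 with slide as a term.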

Genes in cluster 3 began to significantly increase their expression when the light was turned on, with maximal values 9–12 h later (Fig. 2c), coincident with the maximal feeding activity (Supplementary Fig. S2). The main canonical pathways in cluster 3 were related to cell cycle, including “G2/M DNA Damage Checkpoint Regulation” (Fig. 4a). During G2, cells continue to grow after DNA duplication in S, and during M phase mitosis occurs. *ccna2* (*cyclin A2*), *cdk1 (cyclin dependent kinase 1)*, and *ccnab1* (*cyclin B1)* (Table 2) were represented in this cluster. 

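The 3 genes had their highest mean at 15 h and their lowest at 24 h. Cyclin A2 had a log2 intensity of 1.43 ± 0.13 (SD, n = 6 larvae) at 15 h and 0.12 ± 0.57 at 24 h, a 2.48-fold difference (adjusted p = 2.3e-06 from limma's F test). The difference was 2.98-fold for cdk1 (adjusted p = 4.2e-04) and 3.50-fold for cyclin B1 (adjusted p = 8.6e-06). In the cosine fit, cyclin A2 peaked at 11.1 h (95% interval 10.3 to 12.0 h), cdk1 at 11.4 h (10.3 to 12.5 h) and cyclin B1 at 14.1 h (13.1 to 15.2 h). By the fitted peaks, cyclin B1 followed cyclin A2 by 3.01 h (2.20 to 3.92 h) and pcna by 9.31 h (7.97 to 10.7 h). The highest means of both cyclins fell at 15 h, so that their lag is one of the fit alone. These intervals cover the sampling of larvae and not a misfit of the cosine.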

Cyclin A modulates the activity of CDK1 during the transition from G2 to M^48^ and is replaced by cyclin B to regulate the progression of M^49^, which may occur about 6-hours after maximal mitotic gene expression^50^. Interestingly, some genes in this cluster are involved in myogenesis, such as *mef2c, clock* and *myh* ^51–53^ (Supplementary Table S1). Moreover, our data indicate that during most of the feeding period and probably during early night, *S. aurata* larvae achieve a low level of ROS by the Nrf2-Mediated Oxidative Stress Response pathway (Fig. 4a) and resultant up-regulation of antioxidant defense proteins (e.g., glutathione S-transferase, heme oxygenase, Table 2). This shift in antioxidant defense strategy (i.e., limiting ROS production during overnight fasting to ROS-scavenging during feeding) likely results from the high energy cost of growth during G2 phase and muscle differentiation. 

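Glutathione S-transferase A of Table 2 had a log2 intensity of 5.32 ± 0.30 (SD, n = 6 larvae) at 6 h and 4.35 ± 0.27 at 0 h (adjusted p = 8.5e-04 from limma's F test), and its fitted cosine peaked at 8.45 h. Heme oxygenase had 3.10 ± 0.37 at 6 h and 1.12 ± 0.49 at 21 h (adjusted p = 0.00852), with a cosine peak at 8.29 h. Both were highest in the light phase. Neither was past the threshold with the normexp background (adjusted p = 0.0550 and 0.112, the highest over their alternatives, the lowest being 1.0e-04 and 0.00547), and heme oxygenase was not past it with single replicates left out.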

Protein synthesis, an energetically expensive process, is likely to be enhanced during the second half of the feeding phase, as genes involved in the folding of nascent proteins (e.g., *hsp40*, *hsp70*, and *hsp90*) (Supplementary Table S1) were at their maximum of expression.

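Table 2 gave clone codes for 5 DnaJ (hsp40) genes, 2 hsp70 genes and 2 hsp90 genes, and all 9 were past limma's F test. For the hsp70 genes the fitted cosine peaked at 9.33 h (C2_15999, range of means 2.05 log2 units, adjusted p = 3.5e-04) and 11.1 h (C2_14888, 1.47 log2 units, adjusted p = 1.7e-06). The hsp90 genes peaked at 11.5 h (C2_4132, 1.62 log2 units) and 14.4 h (C2_1490, 0.80 log2 units). The DnaJ genes had smaller ranges, from 0.56 to 0.73 log2 units, and cosine peaks from 10.4 h to 15.8 h. Under some alternatives 2 of the DnaJ genes and 1 hsp90 gene were not past the threshold, with adjusted p from 0.0119 to 0.211 (C2_213), 7.0e-08 to 0.134 (C2_10236) and 2.2e-04 to 0.432 (C2_1490) over the alternatives. Counted by their highest mean, 5 of the 9 genes peaked at 9 h or 12 h and 4 at 18 h.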

Analysis of cluster 4 genes revealed that molecular processes related to cell morphology, proliferation, growth, and development, were up-regulated over nearly the entire dark period (Figs 2c and 4b). 

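Neuregulin 4, found by its clone code, had a log2 intensity of -0.43 ± 0.28 (SD, n = 6 larvae) at 21 h and -1.99 ± 0.80 at 9 h, a 2.95-fold difference (adjusted p = 4.1e-04 from limma's F test). Neuregulin 1 changed less, from 1.70 ± 0.21 at 21 h to 1.34 ± 0.19 at 3 h, with an adjusted p of 0.0487. Its adjusted p ran from 0.00852 to 0.628 over the alternatives, 5 of which did not place it past the threshold, among them median centring of the arrays. Fitted cosine peaks lay at 19.2 h for neuregulin 4 (95% interval 18.1 to 20.2 h) and 19.3 h for neuregulin 1 (18.1 to 20.7 h).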

Significant canonical pathways in this cluster included Neuregulin Signaling and Agrin Interactions at the Neuromuscular Junction (Fig. 4b). The concomitant up-regulation of these pathways^54,55^ suggests that neuromuscular junction formation in *S. aurata* larvae occurs during the second half of the dark period and likely extends to the next morning. Cluster 4 also appears to prepare non-differentiated cells for upcoming processes the next morning, such as proliferation, as myogenic progenitor cells (MPCs) are strongly stimulated by IGF-II^56^ present in cluster 4. This is also supported by G1/S Checkpoint Regulation and Estrogen-mediated S-phase Entry in cluster 4. In addition, we found *dio3* in this cluster (Supplementary Table S1), whose protein product might protect already differentiated tissues from T_3_-induced muscle differentiation^57^ or gate overall TR/RXR (cluster 1) effects to the next morning.

Cell cycle-regulated transcription in single cells is grouped into three main waves, coincident with the transition from G1 to S, G2 to M and M to G1^46^, but studies on whole organisms, including fishes, are scarce^58–60^. A striking outcome of this study is that 24-h variations in whole *S. aurata* larvae transcriptome resemble cell cycle progression (Supplementary Fig. S2). This observation revealed an unexpected synchrony in the whole larvae, as it is established that somatic cell cycles are usually not synchronous after early embryonic stages^58^. This situation at the whole larvae may be equivalent to local cell cycle synchrony of vertebrate adult tissues under high cell proliferation conditions (e.g., regeneration)^61^. As it has been proposed that cells with an interdivision time near to 24 h proliferate faster^62^, the 24-h synchrony in the cell cycle at the whole organism level may result in the high growth rate of fish larvae^26^ and led us to suggest a cell cycle-based model for daily growth of *S. aurata* larvae as detailed in Supplementary Fig. S2. As it is well established that clock genes play key roles in the circadian organization of metabolism^16^, cell cycle^63^, and myogenesis^64^, we next sought to establish whether core clock genes may drive the observed expression patterns.

### Putative role of clock genes in the daily organization of the larvae transcriptome

Virtually nothing is known about clock-driven transcription in the larvae of fishes other than zebrafish^2,3^. Our study provides evidence that the circadian clock plays a key role in daily transcriptome organization in *S. aurata* larvae. PER3 promotes stability and nuclear translocation of PER1/PER2^65^ and thus, it was not surprising that *per3* expression peak occurred (cluster 1) before *per1/per2* peak (cluster 2) (Figs 2, 5). 

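By the cosine fit, per3 peaked at 23.5 h (95% interval 23.1 to 24.0 h, from 2,000 resamples of larvae). The peak of per1 came 5.05 h later (4.29 to 5.78 h) and that of per2 3.50 h later (2.16 to 4.62 h). The lag of per2 is uncertain beyond its interval, since only 5 arrays in all had per2 well above background. In log2 units, per3 rose from -4.82 ± 0.39 (SD, n = 6 larvae) at 18 h to -3.53 ± 0.35 at 21 h, whereas per1 was at -3.75 ± 0.70 at 21 h and reached -2.63 ± 0.40 at 24 h. Levels of different probes are not comparable, only their times.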

Expression of *per3* (cluster 1) and *per2* (cluster 2) may be related to the negative control of PPARγ transcriptional activity and adipogenesis^66,67^ (*pparg* in cluster 2, Supplementary Table S1) during the last hours of the dark phase and the first hour of the next morning, suggesting that clock genes from one cluster may be functionally related to genes from the same or the next cluster.

The expression of several genes in cluster 2 was significantly correlated with *per1*/*per2* and *cry1*/*cry2* during the dark period (Fig. 5). 

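The fitted peak of bmal1 lay at 10.0 h (95% interval 9.29 to 10.7 h) and that of clock at 10.8 h (9.99 to 11.7 h). On the 24 h clock, the peak of cry1 minus that of bmal1 was -6.52 h (95% interval -7.29 to -5.67 h), so that cry1 peaked earlier in the day. The peak of per1 minus that of clock was -6.27 h (-7.45 to -5.27 h). At 12 h, when clock had its highest mean, cry1 was at -0.42 ± 0.17 (SD, n = 5 larvae) and stayed at -0.59 ± 0.25 (n = 6) at 18 h and -0.30 ± 0.26 at 21 h before it reached 1.02 ± 0.26 at 24 h, all in log2 units.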

The activation of *per* and *cry* genes in larvae occurred after 0–3 h of maximal *clock*/*bmal1* expression, in agreement with the activation of *per* and *cry* genes by CLOCK/BMAL1^13^. PER and CRY may act over several cluster 2 genes carrying E-box sequences^13^, and these primary clock-controlled genes will in turn regulate second order clock-controlled genes in cluster 2 and 3. The *per* and *cry* expression later decreased through the light phase, likely as a result of their feedback regulation assisted by casein kinase I (CK1)^68^. We observed *ck1* in cluster 4, attaining maximal expression three hours before the onset of light (Supplementary Table S1). Thus, a putative high availability of all CRY, PER, and CKI in the morning may facilitate their translocation to the nucleus and the interaction with CLOCK/BMAL1 heterodimers, thereby inhibiting transcription of *cry* and *per* genes.

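In log2 units, bmal1 rose from -6.47 ± 0.38 (SD, n = 6 larvae) at 0 h, a level at background, to -4.41 ± 0.74 at 3 h and -3.92 ± 0.29 at 6 h, and was at -3.55 ± 0.79 (n = 5) at 12 h. It was well above background in 0 of 6 larvae at 0 h, 4 at 3 h and all 6 at 6 h. In the dark phase it fell to -5.73 ± 0.61 at 21 h. At 24 h, the same time of day as 0 h, bmal1 was at -5.414 ± 1.155, with 3 of 6 larvae above background. The rise to 3 h was thus smaller from the mean at 24 h than from that at 0 h. For clock the means were -4.96 ± 0.39 at 0 h, -4.16 ± 0.61 at 3 h and -2.93 ± 0.74 at 9 h, -4.08 ± 0.60 at 18 h and -4.55 ± 0.78 at 24 h.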

The *bmal1* and c*lock* (cluster 3) up-regulation in *S. aurata* occurred during the light phase; *bmal1* rhythmicity is known to be driven by changes in its promoter occupancy by RORα (activator) and REV-ERBα (repressor)^69^. Both *rev-erba* and *bmal1* exhibited a similar expression pattern in *S. aurata* cluster 3, while *rora* was observed in cluster 2 (Fig. 5, Supplementary Table S1). These results indicate a finely tuned regulation of *clock*/*bmal1* expression during the day; after transcription of *rora* during the night, RORα proteins may mediate the up-regulation of *bmal1* during the day under negative regulation of REV-ERBα. This last transcription factor is also a key coordinator between circadian rhythms and metabolism, regulating metabolic pathways such as lipid and bile acid metabolism, adipogenesis, and gluconeogenesis^70^. Intriguingly, no core clock genes were identified in cluster 4, and thus this group of genes may be controlled indirectly by clock components of cluster 3 through their network output, especially transcription factors (6 and 13 in clusters 3 and 4, respectively). We are aware, however, that not all cycling genes described in our work must be directly or indirectly controlled by the clock but instead may be driven by other signals such as feeding in phase with the clock. We also acknowledge that functional interpretation of our correlation analysis may be hampered by the variable phase delay between the peak in protein accumulation and the peak in its respective transcript. Further experimental and computational approaches are needed to investigate this issue.

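Cosine fits over the 53 larvae gave, besides the peak of per3 near the end of the dark phase, peaks at 4.54 h for per1 (95% interval 3.88 to 5.10 h), 3.00 h for per2 (1.58 to 4.18 h), 3.50 h for cry1 (3.12 to 3.87 h) and 3.05 h for cry2 (2.60 to 3.48 h). The peak of per2 rests mostly on values at background, since only 5 arrays had it well above background. Light was on from 0 h to 12 h. The peak of clock differed from that of bmal1 by 0.796 h (-0.0261 to 1.66 h), an interval that includes 0. The clone of nfil3 was not analysed here.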

In general, main clock genes from clusters 1 and 2 (*per1, 2, and 3, cry1* and *2*) peaked at dawn and those from cluster 3 (*bmal1*, *clock*, and *nfil3*) at dusk. These temporal patterns are in line with those observed before in *S. aurata* brain^20^ and whole larvae^22^, and in zebrafish muscle^71^ and whole larvae^3^. However, zebrafish *cry1* and *cry2* were observed in antiphase^3,71^, while these genes were in phase in *S. aurata*. Additionally, in whole zebrafish larvae, Li *et al*. found that *per2* rapidly increased its expression after light exposure (peak after 3 h)^2^, whereas we found that *per2* was transcribed through all night in *S. aurata* to peak in the morning (also after 3 h of light), indicating differences among fish species in the responsiveness to light of *per2*. In addition, it is well known that chromatin remodeling is crucial for the clock function^72^. 

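In the larvae, cry1 and cry2 had their highest mean at the same sampling time and their lowest at the same sampling time. The fitted peak of cry2 minus that of cry1 was -0.447 h (95% interval -0.834 to -0.100 h), a size less than the 3 h between samplings.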

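The signal of per2 was near background over most of the day, and only 5 arrays in all were well above background, 3 of them at 3 h. Its log2 intensity was -6.84 ± 0.27 (SD, n = 6 larvae) at 15 h, -6.23 ± 0.70 at 21 h, -5.36 ± 0.80 at 24 h and -4.54 ± 0.52 at 3 h. No fold is given, since 3 of 6 larvae at 3 h were not above background. From 15 h to 21 h, 0, 1 and 0 of 6 larvae per sampling time were above background, so that a level of per2 transcript in these hours was not detectable on most arrays. The F test for per2 (adjusted p from 1.9e-06 to 0.432 over the alternatives) was not past the threshold with median signal minus background or with the normexp background.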

We observed histone acetyltransferases in cluster 2 (KAT2A and KAT7) and cluster 4 (KAT2B and KAT5) (Supplementary Table S1), which are transcriptional activators. Subsequently, genes coding for transcriptional repressors such as histone deacetylases (HDAC3) and methyltransferases (EHMT2, SETDB1-B) were found in cluster 3 (Supplementary Table S1). Hence, at least two waves of expression of chromatin remodeling enzymes may mediate clock-driven circadian transcription in *S. aurata* larvae.

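The genes for HDAC3 and EHMT2 were analysed by their clone codes, and SETDB1-B was not analysed here. HDAC3 had a log2 intensity of 0.78 ± 0.12 (SD, n = 6 larvae) at 9 h and 0.27 ± 0.15 at 3 h (adjusted p = 6.8e-05 from limma's F test). With the normexp background its adjusted p was 0.0625, the highest over its alternatives, the lowest being 7.4e-06. EHMT2 had 1.04 ± 0.07 (n = 5) at 12 h and 0.53 ± 0.21 at 21 h (adjusted p = 5.5e-04). The fitted peaks were at 12.7 h for HDAC3 (95% interval 11.7 to 13.7 h) and 10.7 h for EHMT2 (9.68 to 11.6 h), and both genes lay in cluster 3 here.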

### Paving the way to indicators of circadian synchrony discovery

A plethora of studies during the last decade and recent research have resulted in an extended list of useful biomarkers for nutritional status, growth, metabolism and health in various farmed fish species (e.g., www.nutrigroup-iats.org/arraina-biomarkers). However, compared to juveniles, relatively few biomarkers are available for larval stages. We suggest that genes showing significant correlated synchrony with core clock genes may be suitable candidate biomarkers of circadian physiology, and those retained after filtration by pathways overlapping have the potential to be highly informative, as they may reflect the concerted action of several pathways leading to a particular phenotype. Taking this into account, we identified different candidate biomarkers of cell cycle progression, neuromuscular development and growth, and protection against oxidative stress (Supplementary Table S3) that offer many evaluation possibilities as briefly explained below.

It is well established that in animals, growth, health, and well-being depend on the synchronization of endogenous biological rhythms and environmental clues. Conventionally, circadian rhythm disturbance assessment requires repeated measurements of biomarkers through the 24 h cycle. Our study provides extensive information on daily variations of candidate genes (Supplementary Table S3) to follow this approach in *S. aurata* larvae. However, when several sampling points are not practical under routine aquaculture operations, we suggest to alternatively use a single sampling point to assess the expression of two subsets of selected genes from antiphase clusters (e.g., cluster 1 and 3), to find ratio indicators of synchrony. 

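A difference between opposed clusters was computed in each larva, as the mean centred log2 value of cluster 1 minus that of cluster 4. Cluster 1 was here the 14 probes that peaked at 12 h, not the paper's 132 genes that peaked at 0 h. The outcome for it thus does not concern the paper's example of clusters 1 and 3. Clusters 2 and 4 both peaked 9 h from cluster 1 around the clock, and cluster 4 was taken because its mean course was the one least correlated with that of cluster 1. The range of the difference's means over the sampling times was 4.64 times its SD between larvae of a time. The same ratio was 4.32 for cluster 1 alone and 6.42 for cluster 4 alone, so that the difference did not separate the times better than cluster 4 did. With cluster 2 in its place, an alternative chosen after seeing the values, the ratio was 4.74 for the difference and 11.3 for cluster 2 alone. Fitting slide as a block gave 5.02 for the difference from cluster 4. The alternative that moved it most, chosen after seeing the values, left out the 14 probes of cluster 1. Cluster 1 then held 138 genes and peaked at 0 h, as the paper's did. The ratio was then 11.9 for the difference, 11.1 for cluster 1 and 9.94 for the opposed cluster 3. Per larva, the difference was -3.80 ± 0.35 (SD, n = 6 larvae) at 0 h and 3.48 ± 3.28 at 3 h.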

The use of these algorithms has the additional advantage of decreased variability of synchrony indicators among individuals or groups.

Also, we suggest that ratios resulting from the combined analysis of candidate biomarker genes at two different times may be informative about a given process scope. For example, it may be worthwhile to explore whether some combination of indicators of cell cycle progression (e.g., G1/S specific cyclin D1 at ZT3: G2/M specific cyclin B1, 2, or 3 at ZT12, Supplementary Table S3) are suitable predictors of larval growth scope. In addition, the occurrence of a higher number of MPCs resulting from proliferation during early development in teleosts may be advantageous for future growth due to increased fiber number (i.e., hyperplasia)^53,73^ as occurred in salmon^74^ and cod^75^. 

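The log2 difference of cyclin D1 and cyclin B1 in the same larva was highest at 24 h and lowest at 15 h, with a range of means 4.04 times the SD between larvae of a time, against 2.37 for cyclin D1 and 3.65 for cyclin B1 alone. With cyclin B2 in place of B1 the ratio was 4.05 (3.69 for cyclin B2 alone) and with cyclin B3 it was 4.43 (3.93 alone). Each larva was sampled once, so that a value at 3 h and a value at 12 h come from different larvae, and growth was not analysed here.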

For this reason, we suggest the combined evaluation of *pcna* and other indicators of proliferation at ZT3 and *myh*-*striated muscle* and others indicators of differentiation at ZT 12 (Supplementary Table S3), as predictors of musculature development in *S. aurata* larvae. Likewise, the combined assessment of genes involved in antioxidant responses would lead to the selection of larvae batches with higher metabolic capacity. For instance, voluntary energy intake in fish was suggested to be limited by oxidative metabolism capacity, likely due to the detrimental effects of ROS^76^. Up-regulation of genes involved in the maintenance of the oxidative status was observed in Senegalese sole^77^ and cod^78^ larvae under high growth rate conditions. 

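The mean log2 value of ucp1, ucp2 and ucp3 minus that of glutathione S-transferase A, taken in each larva, was highest at 0 h and lowest at 12 h. The range of its means was 7.67 times its SD between larvae of a sampling time, against 6.64 for the 3 uncoupling proteins alone and 3.06 for glutathione S-transferase A alone. In the cosine fit ucp1 peaked at 0.0604 h (95% interval 23.5 to 0.564 h), ucp2 at 2.43 h (2.01 to 2.82 h) and ucp3 at 22.7 h (21.9 to 23.5 h).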

We suggest the combined evaluation of *upc1/2/3* at ZT0 and *gst*, *hmox*, and several *hsp* at ZT12 (Supplementary Table S3) as putative indicators of the scope of oxidative metabolism of larvae.

In summary, this study demonstrates that the molecular circadian clock and metabolic rhythms are highly synchronized in early life stages, likely allowing *S. aurata* larvae to grow at a high rate. Our results also offer the possibility to identify early predictors of fish performance taking into account the changes in daily physiology. Given that *S. aurata* is a commercially relevant fish species for which genomic resources are increasingly available, this study opens new opportunities to unravel the complexity of daily gene regulation, with implications for fundamental and applied research.

## Methods

### Experimental setup

*S. aurata* larvae were reared at ICMAN-CSIC animal experimentation facilities (REGA number ES110280000311) in three circular 250-L tanks under constant temperature (19 °C) and salinity (34‰) and a 12 h light: 12 h darkness cycle. The light was switched on at zeitgeber time (ZT) 0 (09:00 h local time) and off at ZT 12 (21:00 h local time). The larvae were fed *ad libitum* with rotifers *(Brachionus rotundiformis* Bs-strain and *B. plicatilis* S-1-strain) supplied at a density of 10 rotifers/mL and enriched with the microalgae *Nannocholopsis gaditana* from day 4 post-hatching (dph) and subsequently with *Artemia sp*. nauplii from 18 dph until the end of the experiment^79^. Larvae were sampled at 30 dph (middle of the larval stage) during a 24 h cycle. Six individuals (two per tank) were taken every 3 hours (00:00, 03:00, 06:00, 09:00, 12:00, 15:00, 18:00, 21:00 and 24:00 h ZT) and preserved in RNA*later* (Ambion). All experimental procedures complied with the Guidelines of the European Union Council (2010/63/EU) for the use and experimentation of laboratory animals and were reviewed and approved by the Spanish National Research Council (CSIC) bioethical committee.

### RNA extraction for microarray analysis

Total RNA was extracted from whole larvae using an Ultra-Turrax T8 (IKA^®^-Werke) and the NucleoSpin^®^ RNA II kit (Macherey-Nagel), including the on-column RNase-free DNase digestion included with the kit. RNA quantity was measured spectrophotometrically at 260 nm with a BioPhotometer Plus (Eppendorf) to a yield of 3 to 15 µg. RNA quality was checked in a Bioanalyzer 2100 and with the RNA 6000 Nano kit (Agilent Technologies). RIN (RNA integrity number) measurements ranged between 8.4 and 10, indicative of clean and intact RNA.

### Transcriptome database construction and annotation

Blast comparisons were conducted between the assembled sequences of the Nutrigroup-IATS nucleotide database^27^ and those from pyrosequencing of 454 libraries of larval origin^28^ to combine both into a unique database. In the case of overlapping sequences with shared homology, the longest was retained. Larval sequences with no equivalent in the previous Nutrigroup-IATS database were annotated by searching sequence homologies against 24 different nucleotide and protein databases previously reported^27^, and subjecting them to the same algorithm of frame shift detection to correct potential 454 sequencing errors at homopolymer regions^80^. The updated *S. aurata* nucleotide database was hosted at www.nutrigroup-iats.org/seabreamdb, and it contains 3,388 larval annotated sequences (e-value < 1e-5) of a total of 20,565 non-redundant sequences encoding for 14,546 unique transcripts.

### Microarray construction, hybridization and data analysis

The updated *S. aurata* database was the basis for a custom high-density oligo-microarray (8 × 15 K) (sea_bream_nutrigroup_array v.3), that was designed and printed using the eArray web tool (Agilent). The array comprised 60-oligomer probes for 13,939 different *S. aurata* genes and was used herein for circadian transcriptomic profiling of 30-day-old larvae. The design of the array was stored in the NCBI Gene Expression Omnibus (GEO) database under accession identifier GPL19579. Total RNA (150 ng) from individual fish (n = 6 for each group) were labeled with cyanine 3-CTP (Low Input Quick Amp Labelling Kit, Agilent), and 600 ng of each labeled cRNA were hybridized to microarray slides that were analyzed with an Agilent G2565C Microarray Scanner according to the manufacturer´s protocol. Data were extracted using the Agilent Feature Extraction Software 11.5.1.1 and deposited in the GEO database under accession identifier GSE64481. Microarray data analysis was performed with Genespring GX 13.0 software (Agilent). After quality control assessment, raw data (median intensity of each spot) were extracted and corrected for background with the Agilent Feature Extraction plug-in, and the intensity values were normalized using the 75^th^ percentile shift. Functional pathway analysis was performed with IPA software (www.ingenuity.com). For each gene, the Uniprot accession of the annotation equivalent for one of the three higher vertebrates model species in IPA (human, rat or mouse) was assigned.

### Real-time qPCR validation of microarray results

Nine differentially expressed genes covering a wide range of low and high hybridization intensity levels and fold-change variations were chosen for real-time qPCR analysis: *cry1* (GenBank Accession Number JQ965014), *clock* (JQ965015), *bmal1* (JQ965013), *ucp3* (EU555336), *pcna* (KF857335), *catalase* (JQ308823), *26 S proteasome non-ATPase regulatory subunit 4* (*psmd4*; KM522789), *cyp7a1* (KX122017) and *surfeit locus protein* (*surf*; KC217650). Validation was performed on the same individual samples used for microarray analyses (6 individuals for each of the nine sampling points) by real-time qPCR, using PerfeCTa™ SYBR® Green FastMix™ (Quanta BioSciences) in a Mastercycler ep *gradient* S Realplex^2^ (Eppendorf). Primer design, reverse transcription, qPCR optimization, and qPCR reactions were performed as previously detailed^33^. Specificity of reaction was verified by melting curve analyses and electrophoresis. Data were normalized to β-actin using the ΔΔCt method^81^ and fold-changes were referred to fish at 24 h zeitgeber time.

### Statistical analysis

Microarray results from the nine experimental groups were analyzed by one-way ANOVA (corrected P-value < 0.05, Benjamini-Hochberg), PCA, k-means clustering and correlation analysis with similar entities by means of the Genespring GX 13.0 software (Agilent). PCA eigenvalues were determined by means of Genesis software (release 1.7.7). Optimal number of clusters was determined on the within-group sum of squares calculated by means of the k-means script in R. Ingenuity Pathway analysis used Fisher’s exact test was used to calculate a P-value reflecting the probability that the association between the set of molecules and a given pathway was due only to chance. Threshold of the P-value for association was set to 0.01. In overlapping pathway analysis, settings were selected to guarantee a minimum of 4 common genes between different canonical pathways.

### Data availability

The updated *S. aurata* nucleotide database is available at www.nutrigroup-iats.org/seabreamdb. The design of the array was stored in the NCBI Gene Expression Omnibus (GEO) database under accession identifier GPL19579 and data obtained were deposited in the GEO database under accession identifier GSE64481. All other data generated or analyzed during this study are included in this published article and its Supplementary Information files.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: The circadian transcriptome of marine fish (Sparus aurata) larvae reveals highly synchronized biological processes at the whole organism level
**Source:** Sci Rep. 2017 Oct 11;7:12943. doi: 10.1038/s41598-017-13514-w
**Supplement:** Supplementary file 1 — Supplementary Information

The circadian transcriptome of marine fish (*Sparus aurata*) larvae reveals highly synchronized biological processes at the whole organism level

M. Yúfera, E. Perera, J.A. Mata-Sotres, J. Caldach-Giner, G. Martínez-Rodríguez, J. Pérez-Sánchez

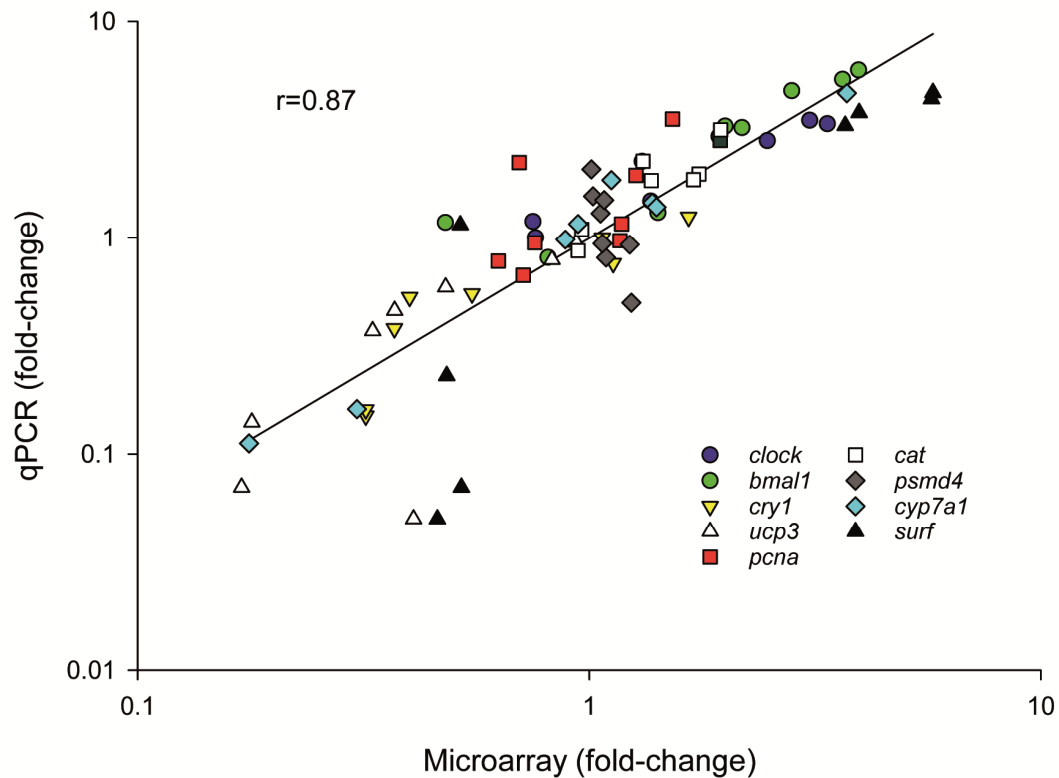

Primers pairs used for qPCR

*clock*: circadian locomotor output cycles kaput; *bmal1*: aryl hydrocarbon receptor nuclear translocator-like protein 1; *cry1*: cryptochrome 1; *ucp3*: uncoupling protein 3; *pcna*: proliferating cell nuclear antigen; *cat*: catalase; *psmd4*: 26S proteasome non-ATPase regulatory subunit 4; *cyp7a1*: cholesterol 7- $\alpha$ -monooxygenase; *surf*: surfeit locus protein; *actb*: beta-actin

**Supplementary Figure S1. qPCR validation of microarray results.** Correlation ( $r=0.87$ ) plot of fold-change values for selected genes analyzed by microarray (X-axis) and qPCR (Y-axis). Fold-changes referred to the 24 h sampling point. Primers used for results validation by qPCR are shown in the bottom table, with amplicon sizes (bp), reaction efficiencies (E) and coefficients of determination ( $R^2$ ). Primer design, reverse transcription, and qPCR optimization were performed as before<sup>33</sup>. qPCR reactions were performed with 10 ng of cDNA, 200 nM of each primer, an initial denaturation step for 10 min at 95°C; 40 cycles of denaturing for 15 s at 95°C, annealing and extension for 45 s at 60°C; and a final melting curve from 60°C to 95°C for 20 min. Data were normalized to  $\beta$ -actin using the  $\Delta\Delta C_t$  method<sup>81</sup>.

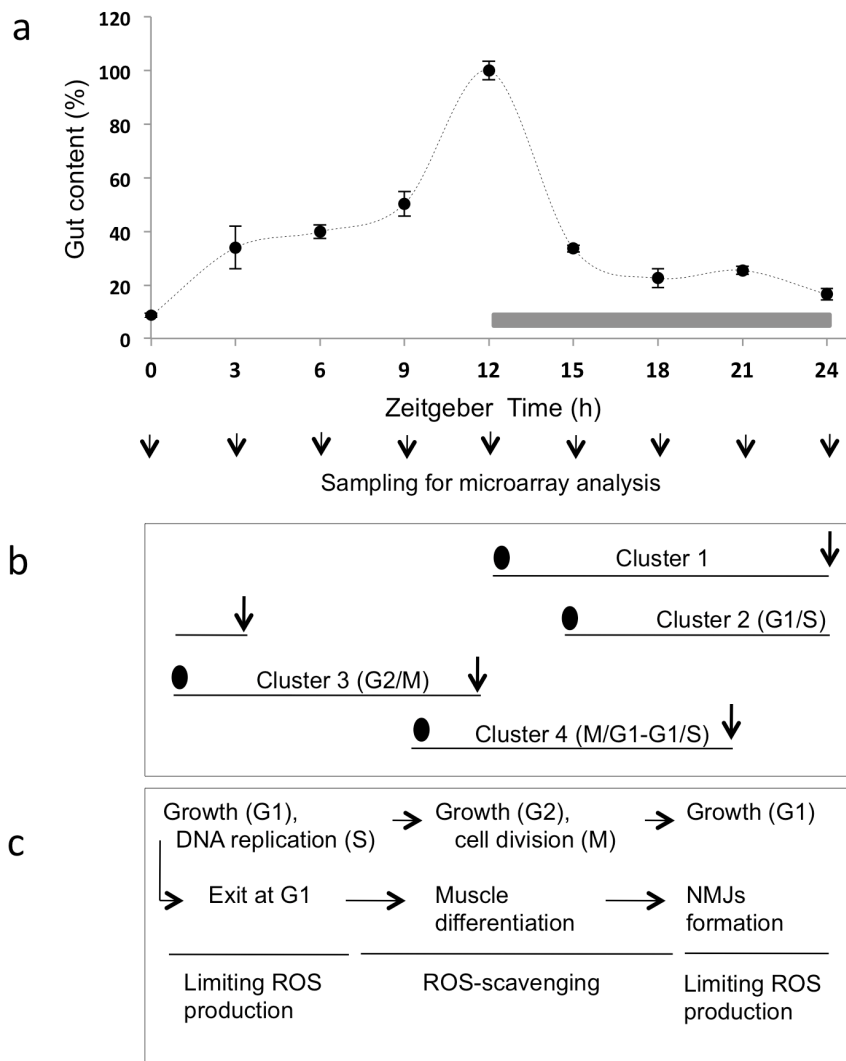

**Supplementary Figure S2. Daily feed intake and circadian regulation of growth and metabolism in *S. aurata* larvae.** **a)** Gut fullness (*Artemia*) percentage of gilthead seabream larvae at 30 dph under culture conditions (mean  $\pm$  SEM, n=10). Grey bar indicates dark phase. Modified from a previous work<sup>22</sup>. Arrows indicate sampling time for microarray analysis. **b)** Consecutive up-regulation of clusters 1 to 4 gating whole-organism cell cycle. Black ovals mean activation. Arrows indicate maximal gene expression. **c)** Inferred phases of *S. aurata* larvae growth (above the line) and oxidative metabolism (under the line). NMJs: neuromuscular junctions. *S. aurata* larvae daily growth may be separated into three periods: *i)* A first period during the morning when cells grow without replicating DNA (equivalent to G1) and decide whether to replicate the DNA (equivalent to S), likely in the afternoon. During this period, cells that exit G1 begin to differentiate. *ii)* A second period comprising the second half of the light phase (maximal feeding activity), in which larvae cells keep growing (equivalent to G2), and the first half of the dark phase when cells divide (equivalent M phase). In this period, terminal muscle cell differentiation occurs. *iii)* A third period, during the second half of the night, when cell differentiation is blocked, neuromuscular junction formation occurs, and cell proliferation is activated again to start a new cycle.

# The circadian transcriptome of marine fish (*Sparus aurata*) larvae reveals highly synchronized biological processes at the whole organism level

M. Yúfera, E. Perera, J.A. Mata-Sotres, J. Caldach-Giner, G. Martínez-Rodríguez, J. Pérez-Sánchez

**Supplementary Table S1.** List of differentially expressed genes ( $P < 0.05$ , one-way ANOVA with corrected  $P$  value, tukey's HSD post hoc test, Benjamin-Hocherg multiple testing correction) with fold-change values referred to fish at 24 h zeitgeber time.

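Supplementary Table S2 gives, for the genes counted with each clock gene, normalized intensity values by sampling time. Its values for 30, 82 and 41 genes of clusters 1, 2 and 3 were set against the means computed here for the same clones, and differed by a median of 0.0129, 0.0036 and 0.0093 log2 units over 270, 738 and 369 values. Of these genes, 30, 79 and 39 passed the F test here. Apart from the clock genes themselves, 29, 78 and 39 genes were listed. Computed from the paper's values in the table, rho with a clock gene of the cluster was above 0.95 for 23, 46 and 27 of them and at least 0.95 for 29, 72 and 32. From the means computed here, rho was above 0.95 for 23, 40 and 18 genes and at least 0.95 for 29, 70 and 29. The list was chosen on these larvae, so these counts are not independent evidence.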

**Supplementary Table S2.** Significantly correlated genes (Spearman correlation coefficient,  $P < 0.05$ ) to reference clock genes included in cluster1 (*per3*), cluster 2 (*per1*, *per2*, *cry1*, *cry2*) and cluster 3 (*bmal1*, *clock*). Normalized intensity values are shown for each gene and sampling time.

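Supplementary Table S3 lists 3, 10, 19 and 8 genes of clusters 1 to 4 as biomarkers, with sampling proposed at 0, 3, 12 and 21 h. Of these, 3, 8, 19 and 8 passed the F test over all probes here, and 3, 10, 19 and 8 when adjusted over the list alone, which is not independent evidence because the genes were selected on the same larvae. The fitted cosine peaked within 3 h of the proposed time for 3, 8, 15 and 6 genes. The median distance from it was 1.32, 1.51, 1.60 and 1.76 h.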

**Supplementary Table S3.** Cycling genes showing major overlapping of canonical pathways (except for cluster 1) and playing key roles in metabolism and growth are putative biomarkers of circadian physiology and daily growth scope. The clone code for each gene in the Nutrigroup database ([www.nutrigroup-iaats.org/seabreamdb](http://www.nutrigroup-iaats.org/seabreamdb)) is indicated. Correspondence for canonical pathways numbers is stated in Fig. 3b for cluster 2 genes, Fig. 4a for cluster 3 genes, and Fig. 4b for cluster 4 genes.

How the deposited data were processed for this re-analysis (not part of the article)

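Whole single larvae of gilthead sea bream at 30 days post hatching were sampled every 3 h from 0 h to 24 h zeitgeber time under 12 h of light and 12 h of dark, with light on at 0 h, and RNA of each larva was hybridised to 1 array. Sampling times were taken from the sample labels, which give them for all 53 arrays (6 per sampling time, 5 at 12 h). The labels give another number of tanks and of larvae per sampling time than the paper does, and the paper's are used here.

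The authors deposited the scanner software's output for each array and a table of normalized values. The intensity values of the scanner output, as deposited by the authors, were background-corrected by the scanner software and are in fluorescence units, not on a log scale. The deposited table by the authors holds log2 values, shifted by the 75th percentile of each array and centred on the median of each probe over the arrays. The values computed here from the scanner output, treated in this way, differed from the deposited table by a median of 0.0042 log2 units, and the smallest correlation of an array with its deposited column was 0.998.

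The scanner output was read in R 4.3.3 with data.table 1.17.8. Control spots (536 per array) and spots marked as outliers by the scanner software (974 over all arrays, which left 827 probe values missing) were left out, the log2 of the processed signal was taken, the 75th percentile of the array was subtracted, and the spots of a probe were averaged. This gave 13,940 probes. Signal over background is the depth of an array. Between 74.2% and 94.3% of probes were well above background, and a fold against a level at background is given as a bound. For a bound, each value not well above background was raised to the highest such value of its array, a choice made after the values were seen. It replaced the lowest value well above background, below which not all undetected values lie.

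Differential expression was tested in limma 3.58.1 with a linear model of 9 groups (44 residual degrees of freedom, 2.95 prior degrees of freedom), the moderated F test over the groups, and Benjamini-Hochberg adjustment over all probes with a threshold of 0.05. Pairs of sampling times were contrasts of the same model, adjusted within each pair. Rhythms of period 24 h were fitted in limma with cosine and sine terms, and intervals of peak times are 95% intervals from 2,000 resamples of larvae within sampling times. Principal components were taken over the 9 means of the genes past the F test, centred and not scaled. K-means used 4 clusters, 100 random starts and the centred means. The cluster opposed to cluster 1 was set out as the one that peaked furthest from it, but was computed as the one whose mean course was least correlated with that of cluster 1. Clusters 2 and 4 peaked equally far from it, and cluster 4 was the one taken. Genes correlated with the 7 clock genes had a Spearman rho above 0.95 over the 9 means within the same cluster. Clone codes of genes came from the paper's tables and supplement, and no other source of gene names was used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with numpy 2.4.6.

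Genes named in the text follow a rule. They are the genes the paper names that match a probe by clone code or by the description its tables pair with a probe, the 10 probes with the largest range of means among those past the F test whose larvae at the highest time all lie above those at the lowest, and the probes that differ between 0 h and 24 h if there are 15 or fewer. The 10 probes of largest range all belong to the 14 probes of cluster 1, of which 2 are named. The probes named for 0 h against 24 h come from the methods' Tukey comparison and were chosen after their values were seen.

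The tests, groups, named genes and most alternatives were fixed before the data were examined. The alternatives were other background corrections (median signal minus background with a floor of 1, normexp with an offset of 50), other normalizations (quantile, median centring), a filter that left 11,429 probes well above background at all arrays of at least 1 sampling time, keeping spots marked as outliers, the deposited table, slide or replicate number as a block, leaving out each replicate number in turn and each larva at 12 h in turn, a threshold of 0.01, the methods' analysis of variance and Tukey comparison, other groupings of 0 h and 24 h, other numbers of clusters (3 and 5), scalings and seeds, and other thresholds and units of correlation. The normexp correction was run on the median spot signal. Other alternatives added after seeing the data were a rho of 0.95 or more, leaving out the 14 probes of cluster 1, cluster 2 as the opposed cluster, and the deposited table together with the methods' tests.

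The procedures were tested on simulated data with 200 changed genes among 13,940. The F test, the cosine fit and the contrast of 0 h with 24 h were run on these at the size of the groups used here, and k-means was run on simulated means of 200 changed genes alone.

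Genes that the paper names without a clone code in its tables, gut content, feeding activity and the pathway analysis were not analysed here.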

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

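The tests on the 14 probes of cluster 1 and on the larvae that depart from their sampling time were chosen only after those results were seen.

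In 3 of 99 groups of larvae examined, the highest or lowest larva lay far from the others of its sampling time, as judged by its gap to the nearest other larva over the whole range of the group. Chance alone gives about 1 in 20 groups. In cluster 1, the larva numbered replicate 3 at 12 h had a mean centred value of 6.43 log2 units, against 3.57 ± 0.252 for the others (gap over range 0.831). In cluster 3, the larva numbered replicate 1 at 6 h had -0.034, against 0.078 ± 0.012 (0.787). For bmal1, the larva numbered replicate 6 at 9 h had -2.09, against -3.70 ± 0.214 (0.718). The time of day read from 200 other genes in a fit without the larva, was 10.3 h, 5 h and 8.4 h for these larvae, so that the first was read nearer to 9 h than to its own time. What set them apart was not tested further, and no biological explanation was tested.

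The 14 probes of cluster 1, which the paper's text does not discuss, had a range of means of 7.87 log2 units. At least 12 of them were above background in 5, 6, 6 and 5 larvae at 3, 6, 9 and 12 h, and at most 7 in any larva at 15, 18 and 21 h. At their lowest time 12 of the 14 were at background in all larvae, and the other 2 were above it in 6 and 4 larvae. The authors' and the other backgrounds, normalizations and filters argue against the processing of the arrays as its cause, since at least 11 of the 14 probes stayed in the cluster of the largest range under each of those run. Differences between slides are argued against in the same way, since the range was 7.99 log2 units with slide as a block. All 14 have codes that start with C3, as 15.1% of all probes do (one-sided Fisher's exact test, p = 3.19e-12), so they may come from 1 source of the array's sequences. Within sampling times, the 14 probes rose and fell together from larva to larva, with a median correlation of 0.899, where the highest of 1,000 random sets of 14 genes past the F test gave 0.190. A candidate explanation is RNA of the live feed in the gut, since the larvae were given rotifers and Artemia and the paper's Supplementary Fig. S2 follows gut fullness over the day. A change in transcription of the larvae themselves is the other one. A change set by the time of day alone is argued against by the 3 larvae below. Their 14 probes departed, although the times read from their other genes were off by at most 0.8 h. From 12 h to 15 h the mean fell by 7.42 log2 units, to background. Were transcription to stop at 12 h, this would need a half-life of 0.404 h, and none was measured. A change with the feeding of each larva is left open. It cannot be told from RNA of the feed here, because the correlation of 0.899 goes with both. Arrays of the feed and the probes' sequences were not analysed here.

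For 3 larvae the 14 probes departed from those of their sampling time. The larva numbered replicate 4 at 3 h was at background, and those numbered replicates 5 and 6 at 24 h were not. A wrong label of the sampling time was tested by reading the time of each larva from 200 other genes in a fit that left it out. The times read were 2.8 h, 23.9 h and 0.8 h, with a largest error of 0.8 h, which argues against a wrong label. The feeding of single larvae was not analysed here.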

How the results depend on the processing

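The normexp background, a rho of 0.95 or more, the 14 probes of cluster 1 left out, cluster 2 as the opposed cluster, and the deposited table with the methods' tests were chosen only after the data were seen, and the tests with these settings are therefore not independent of the data. The normexp background on mean spot signal could not be run as set out, since the scanner output has no such column, and was run on the median signal. Where a value moved, the cause was not tested unless stated.

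With the normexp background, 931 genes varied over the 9 sampling times, the median was 19 for successive times and 332 for times 12 h apart, 1,560 genes had a 24 h rhythm, 18 genes were correlated with cry1 and 0 with cry2, the only clock genes then past the threshold, and 48 genes of the paper's Tables 1 to 3 passed. The direction of psmd4 between its highest and lowest sampling time reversed to -0.14 log2 units. The median of all probes moved by 0.49 log2 units over the day with this background, against 0.15 as reported.

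With slide as a block, the spread between slides left the error, and 4,072 genes varied, 99.6% of the 2,194 among them. The medians were 102 for successive times and 1,879 for times 12 h apart, and the share of variance was 82.3%. Neither the labels nor the paper say what a replicate number shares, and the values leave open whether the numbers pair larvae. Residuals of arrays of the same number at different sampling times had a mean correlation of 0.174, against -0.0344 for other numbers, but single pairs reached -0.244. The number went partly with the slide. On the same slide the means were 0.268 for the same number and 0.121 for other numbers, and on other slides 0.0599 and -0.0442. With the replicate number as a block, 3,943 genes varied, the medians were 68 and 1,708, the share of variance was 81.4%, the ratio of the difference between opposed clusters was 5.34, and the k-means cluster with the latest peak held 1,428 genes.

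An adjusted p under 0.01 gave 1,442 genes. The methods' Tukey comparison gave 8 genes between 0 h and 24 h and a median of 114 for successive times, and on the deposited table 8 and 112. All limma fits run gave 0 between 0 h and 24 h. At an unadjusted p under 0.05 there were 449 genes as reported, 79 with the normexp background, 783 with slide as a block, 794 without replicate 1 and 1,225 with the replicate number as a block, the last 3 being more than 5% of the 13,940 probes tested.

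The share of variance on the first 2 principal components was 87.6% with median signal minus background, 87.5% with dim probes left out, 56.9% over the 53 single arrays, 80.8% with genes scaled to unit variance, 62.7% over all probes and 83.9% without the 14 probes of cluster 1. The smallest k-means cluster held 418 genes with courses scaled per gene and 138 with the 14 probes left out, and the ratio of the difference between opposed clusters was then 11.9. Genes correlated with clock genes numbered 0 over the 53 single larvae, 429 with rho above 0.90 and 181 with rho of 0.95 or more. By the peak of the cosine, taken to the nearest sampling time, 111 genes of Tables 1 to 3 peaked at the paper's times (3 h for Table 1, 9, 12 or 15 h for Table 2, 18 or 21 h for Table 3), against 69 by the highest mean.

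Leaving out all larvae of 1 replicate number at a time gave 1,440 (without replicate 3) to 2,052 genes over the 9 sampling times. Medians were 24.5 (without replicate 2) to 36.5 for successive times and 580 (without replicate 3) to 839 for times 12 h apart. Shares of variance were 84.4% to 87.4%, and 61 (without replicate 3) to 133 genes were correlated with clock genes. Ratios were 4.28 to 5.69 for opposed clusters. Of the genes of Tables 1 to 3, 78 to 99 passed. Counted over all listed genes, passing or not, 63 to 87 peaked at the paper's times. Fewer larvae were then in each test. The number of genes with a 24 h rhythm lay between 3,367 and 3,908. Leaving out 1 of the 5 larvae at 12 h at a time gave 2,081 to 2,395 genes over the 9 sampling times, medians of 38.5 to 40 and 945 to 1,048, 4,002 to 4,243 genes with a rhythm and 111 to 118 genes of Tables 1 to 3.

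Of the 51 genes named and recomputed, 49 were past the F test. They were recomputed under 10 settings, except per2, which dropped out with dim probes left out. Of the pairs of gene and setting, 460 kept their direction and side of the threshold, 39 were no longer past it, 9 were newly past it and 1 reversed. Signal over background limits per3, per2 and bmal1, which were at background on all arrays of at least 1 sampling time.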

Differences from the paper's values

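Counts are said to differ where one is more than 1.5 times the other. Of the tests in this part, those chosen only after the values were seen are named as such, and the others were chosen before.

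Between 0 h and 24 h, the paper's count is 7 genes and that found here is 0. Of the alternatives set before the data were examined, the methods' Tukey comparison (8 genes) does not differ from the paper's, and the others run do. The deposited table with the methods' Tukey comparison, chosen after seeing the values, also gave 8.

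For cluster 1, the paper's size is 132 genes and that found here is 14. All alternatives set before the data were examined differ, although with 5 clusters the second held 138 genes. Leaving out these 14 probes before clustering, chosen after seeing the values, gave 138.

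The median number of genes over the pairs of successive sampling times was about 110 in Fig. 1, read by eye, in the paper and 38.5 here. Of the alternatives set before the data were examined, slide as a block (102) and the methods' Tukey comparison (114) do not differ, and the others do. The deposited table with the methods' Tukey comparison, chosen after seeing the values, gave 112.

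For per2, the paper's number of correlated genes is about 6 in Fig. 5, read by eye, and that here is 3. Of the alternatives set before the data were examined, the replicate block (4), without replicate 1 (7), without replicate 3 (5) and without replicate 5 (5) do not differ, and the others do, apart from median signal minus background and dim probes left out, which gave no number for per2. A rho of 0.95 or more, chosen after seeing the values, gave 5.

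For cry1 or cry2, the paper's number is about 74 in Fig. 5, read by eye, and that here is 36. Of the alternatives set before the data were examined, only that without replicate 5 (63) does not differ. A rho of 0.95 or more, chosen after seeing the values, gave 68.

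For bmal1 or clock, the paper's number is about 41 in Fig. 5, read by eye, and that here is 18. All alternatives set before the data were examined differ. A rho of 0.95 or more, chosen after seeing the values, gave 37. Table S2 lists 41 genes of cluster 3 with the clock genes and 39 apart from them. The paper's number may thus include bmal1 and clock, which the count of 18 leaves out. Against 39, quantile normalization (27) and the deposited table (26) do not differ. The paper's numbers for per2 and for cry1 or cry2 may include clock genes in the same way, which was not tested.

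The paper places the peak of cluster 1 at light on and its minimum at light off, whereas the mean of cluster 1 here was highest at 12 h and lowest at 0 h. It was highest at 0 h and lowest at 12 h only with the 14 probes left out, chosen after seeing the values, and in the second cluster of k-means with 5 clusters.

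The paper places per3, ucp1, ucp2 and ucp3 in cluster 1. Here per3, ucp1 and ucp2 were in cluster 2 and ucp3 in cluster 4, and all of them were in the cluster that peaked at 0 h with 5 clusters, set before the data were examined, and in cluster 1 with the 14 probes left out, chosen after seeing the values.

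The paper lists the genes of Tables 1 to 3 as differentially expressed. Over all clones of the 3 tables (30, 72 and 26), 117 were past the F test here, and 127 with slide or with replicate number as a block. Among the others, cdk2 had an adjusted p of 0.0558 and was past the threshold with dim probes left out, with outlier-marked spots kept and with either block (from 7.0e-04 to 0.432 over its alternatives). For cdk4 it was 0.0712, and it was past the threshold with median signal minus background, quantile normalization, median centring and either block (from 0.00382 to 0.353).

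The paper gives 6 larvae at each sampling time, and 5 were available at 12 h.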

Other observations

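The tests in this part were chosen before their results were seen, apart from the setting that leaves out the 14 probes of cluster 1 and the one that takes cluster 2 as the opposed cluster.

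Chance as the source of the counts was examined by assigning the arrays to groups of the same sizes at random, in 100 splits per result with the real one included. The genes that varied over the 9 sampling times were as many as in the real split in 1 of 100 splits, the real one itself, and the largest other count was 717. For successive sampling times, for sampling times 12 h apart and for the 24 h rhythm the number was also 1 of 100 in each case, and the largest other count for the rhythm was 15. A random assignment of larvae to sampling times is thus argued against for these 4 results, 1 of 100 being the lowest number possible. The splits treated larvae as independent, although by the paper they shared tanks and each time was sampled on a single day. Differences between single sampling events, and whether the pattern repeats from day to day, cannot be decided by these splits. Between 0 h and 24 h the number was 100 of 100, which the real count of 0 fixes in advance, so that this comparison says nothing about chance there. Slide was also tested as the source of the genes that varied, and 99.6% of them remained past the threshold with slide as a block, which argues against it.

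It was asked whether the time of day could be read from a single larva. With 200 genes chosen without that larva, the time read was off by a median of 0.4 h and by at most 1.8 h, and 50 of 53 larvae were read nearest to their own sampling time. With sampling times shuffled over the larvae 19 times, the lowest median error was 3.2 h. The larvae of a sampling time were thus alike enough for their time to be told one by one in these data, which may not hold for other batches of larvae, since all larvae came from the same experiment.

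The hypothesis that clock genes share their time course with more genes than other genes of their cluster do was not borne out. Of the 7 clock genes, 0 were above the 95th percentile of the counts of all other genes of their cluster. The highest counts were 28 for cry1 and 27 for per3, against a 95th percentile of 49 in cluster 2. The count for per3 depended on the setting. It was 55 over genes of any cluster, 51 with slide as a block and 58 with replicate number as a block. It was 14 with median signal minus background and 1 without replicate 3. The percentile is given for the values as reported only, so the outcome is limited to them.

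A difference of opposed clusters was predicted to separate the sampling times better, relative to the spread between larvae, than either cluster alone. It did not, with a ratio of 4.64 against 6.42 for cluster 4 alone, and 4.74 against 11.3 with cluster 2 as the opposed cluster. Cluster 1 was here the 14 probes and not the paper's 132 genes, so this outcome does not concern the paper's example of clusters 1 and 3. Without the 14 probes, cluster 1 held 138 genes and peaked at 0 h, as the paper's did. Its difference from cluster 3 then did separate the times better, with 11.9 against 11.1 and 9.94. The large spread of the 14 probes between larvae may thus account for the first outcome.

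The paper's cluster sizes add up to 2,215, which is 14 below the paper's number of differentially expressed genes, and 14 is also the number of probes in cluster 1 here. Whether the paper's clusters left out these probes was not tested. With them left out, the 30 genes that the paper's Table S2 lists for cluster 1 all fell in cluster 1, and 79 of 82 and 39 of 41 fell in clusters 2 and 3. With the 14 probes kept and 5 clusters, the numbers in the matching clusters were also 30, 79 and 39.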
